# Stem cell culture conditions affect *in vitro* differentiation potential and mouse gastruloid formation

**DOI:** 10.1371/journal.pone.0317309

**Published:** 2025-03-26

**Authors:** Marloes Blotenburg, Lianne Suurenbroek, Danique Bax, Joëlle de Visser, Vivek Bhardwaj, Luca Braccioli, Elzo de Wit, Antonius van Boxtel, Hendrik Marks, Peter Zeller

## Abstract

Aggregating low numbers of mouse embryonic stem cells (mESCs) and inducing Wnt signalling generates ‘gastruloids’, self-organising complex structures that display an anteroposterior organisation of cell types derived from all three germ layers. Current gastruloid protocols display considerable heterogeneity between experiments in terms of morphology, elongation efficiency, and cell type composition. We therefore investigated whether altering the mESC pluripotency state would provide more consistent results. By growing three mESC lines from two different genetic backgrounds in different intervals of ESLIF and 2i medium the pluripotency state of cells was modulated, and mESC culture as well as the resulting gastruloids were analysed. Microscopic analysis showed a pre-culture-specific effect on gastruloid formation, in terms of aspect ratio and reproducibility. RNA-seq analysis of the mESC start population confirmed that short-term pulses of 2i and ESLIF modulate the pluripotency state, and result in different cellular states. Since multiple epigenetic regulators were detected among the top differentially expressed genes, we further analysed genome-wide DNA methylation and H3K27me3 distributions. We observed epigenetic differences between conditions, most dominantly in the promoter regions of developmental regulators. Lastly, when we investigated the cell type composition of gastruloids grown from these different pre-cultures, we observed that mESCs subjected to 2i-ESLIF preceding aggregation generated gastruloids more consistently, including more complex mesodermal contributions as compared to the ESLIF-only control. These results indicate that optimisation of the mESCs pluripotency state allows the modulation of cell differentiation during gastruloid formation.

## Introduction

The first mouse embryonic stem cell (mESC) line, derived from the inner cell mass of the pre-implantation blastocyst, was established in 1981 [1,2]. Over the past decades, these pluripotent cells have become a powerful tool for studying and understanding cellular differentiation during embryonic development. This is illustrated by the fact that an ever growing number of specific cell types can now be generated through directed differentiation [3–5]. In addition to the commonly used two-dimensional differentiation, it is well established that aggregation of mESCs into three-dimensional (3D) spheres termed embryoid bodies (EBs), causes their spontaneous differentiation into structures containing cell types derived from all three embryonic germ layers [6,7]. Although EBs are mostly unorganised, a small fraction spontaneously breaks symmetry in a stereotypical manner and acquires a spatial organisation that resembles gastrulating embryos [8]. This remarkable capacity to self-organise can be more consistently achieved by aggregating 300-600 mESCs followed by incubation with a Wnt-activator (Chiron) from 48 - 72 hrs [9–11]. At 120 hrs, the resulting structures, termed ’gastruloids’ indeed contain cell types derived from all three germ layers, organised into three body axes and contain collinear Hox gene expression [12–16]. Their amenability to genetic and chemical perturbations, single cell sequencing approaches and imaging has made gastruloids an increasingly popular tool for studying poorly understood aspects of early mammalian embryogenesis *in vitro*.

Although gastruloids have already yielded important insights, there is a need to improve the current models. Next to the lack of extra-embryonic tissues, gastruloids are largely devoid of organised anterior structures such as anterior mesoderm and brain precursors [12,14,15]. However, through the addition of signalling molecules, gastruloids can be directed to form these cell types. For instance, anterior structures can be induced through the addition of FGF and Activin A and replacement of Wnt-activation with Wnt-inhibition. Similarly, early stages of heart development can be modelled by including cardiogenic factors FGF, ascorbic acid, and VEGF [17,18]. Lastly, through embedding gastruloids in matrigel before the elongation stage, tissue structures such as somites, the neural tube, and the gut tube are more faithfully reproduced [15,19–21]. Together these studies demonstrate that by optimising culture conditions, a wider variety of cell types and tissue structures can be induced in gastruloids.

In addition to a lack of anterior and extra-embryonic cell types, gastruloid formation using current protocols can be highly variable within experiments. This results in unpredictable frequencies of cells belonging to specific lineages and also in variable spatial organisation [22]. Such inter-gastruloid heterogeneity poses obvious challenges with respect to interpretation of results and reproducibility and therefore warrants further exploration and optimisation. Inter-gastruloid variability seems, at least in part, caused by culture conditions used prior to gastruloid formation, which we term “pre-culture”. Generally, mESCs are maintained in a medium containing serum, termed ESLIF medium, which gives rise to a heterogeneous pool of cells in terms of their transcriptional state [23]. ESLIF-grown cells are most comparable to peri-implantation epiblast cells and are commonly referred to as being in a naive pluripotency state [24]. Alternatively, cells can be maintained in serum-free medium containing Glycogen Synthase Kinase 3-beta (GSK3b) and MAPK/ERK kinase (MEK) inhibitors, commonly referred to as 2i medium. Cells grown in 2i are more homogeneous and correspond to stem cells found in the inner cell mass of the pre-implantation embryo, commonly referred to as ground-state pluripotency [23,25]. The main differences between ESLIF and 2i-grown mESCs are related to their epigenome. In particular, DNA methylation and the histone modification H3K27me3, indicative of a repressive chromatin state, show variable distributions between the two conditions. 2i-grown mESCs show a genome-wide DNA methylation level of approximately 30% and a general spread of H3K27me3 across the genome [25–27]. In contrast, in serum-grown mESCs, DNA methylation covers 80% of the genome, and H3K27me3 shows more focused distributions around promoter regions [25,28–31]. The epigenome and therefore the pluripotency states are dynamic and ES cells can transition from one state to another through intermediate states [32]. Thus, optimising pre-culture conditions and linking these conditions to their epigenetic and transcriptional states will likely result in a more robust gastruloid model. Here, we explored pre-culturing mESC using different combinations of 2i and ESLIF culture media, profiled their pluripotency state, and studied the effects on gastruloid differentiation and lineage contributions. Our data highlight the importance of carefully considering pre-culture conditions in relation to the mESC line used.

## Materials and methods

### Cell culture and gastruloid generation

129S1/SvImJ/ C57BL/6 (B6; [33]), 129/Ola E14-IB10 (IB10; [34]) and E14-triple reporter (TR; [35]) mESCs were cultured in a humidified incubator (5% CO2, 37 °C) on 0.1% (B6) or 0.15% (IB10, TR) gelatin-coated 6-well plate cell culture dishes in ESLIF medium (GMEM (B6; Gibco) or DMEM (IB10, TR; Gibco) containing 10% (B6) or 15% (IB10, TR) fetal bovine serum (FBS, Sigma F7524 (B6), Bodinco #5010 (IB10, TR)), 1 mM Sodium Pyruvate, 1% non- essential amino acids (Gibco), 1% GlutaMAX supplement (Gibco), 1% penicillin-streptomycin (Gibco), 0.1 mM b-mercaptoethanol, and 1000 units/mL mouse leukaemia inhibitory factor (mLIF, ESGRO (B6) or home made (IB10, TR)). Cells were split every second day at 80% density by washing with PBS0 (PBS without calcium or magnesium), dissociating with TrypLE (B6; Gibco, 12605010) or 0.05% trypsin-EDTA (IB10, TR, B6 stainings in S1J Fig; Gibco, 25300096) for ~ 5 mins at 37 °C, centrifuging at 300 g for 3 mins, and replating the pellet 1:5 (B6) or 1:10 (IB10, TR) on gelatinised plates. Pre-culture conditions consisted of different pulse timings and lengths with 2i medium (For B6 cells: 48.1% DMEM/F12 (Gibco) and 48.1% Neurobasal (Gibco) containing 0.5% N-2 supplement (Gibco, # 17502048), 1% B-27 supplement (Gibco, # 17504044), 1% GlutaMAX, 1.1% penicillin-streptomycin, 0.1 mM b-mercaptoethanol, 1000 units/mL mouse leukaemia inhibitory factor (mLIF, ESGRO), 3 μM chiron (CHIR99021, Tocris # 4423) and 1 μM PD032509 (Sigma, # PZ0162), for IB10 and TR cells: NDiff 227 (Takara, Y40002), 1% penicillin-streptomycin (Gibco), 3 µ M Chiron (CHIR99021, Selleckchem S1263), 1 µ M PD032509(Selleckchem, S1036) and mLIF (home made)). During pre-culture conditions, cells were split at day 1 and 3; medium was refreshed at day 2 and 4. All cell lines were routinely tested and confirmed to be free of mycoplasma.

Gastruloids were generated as described before [12,15] with the following adaptations for B6 cells: two days before aggregation, cells were plated in a series of 1:10 to 1:3 dilution, and at the time-point of aggregation the cells with 80% confluency were chosen. Further, N2B27 medium (Takara) was passed through a.22 μm filter before use and 600 cells were used for aggregation instead of 300. For gastruloids developed for immunofluorescence stainings (S1J Fig), N2B27 medium was made as follows: 48.1% DMEM/F12 (Gibco) and 48.1% Neurobasal (Gibco) containing 0.5% N-2 supplement (Gibco, # 17502048), 1% B-27 supplement (Gibco, # 17504044), 1% GlutaMAX, 1.1% penicillin-streptomycin, 0.1 mM b-mercaptoethanol. For IB10 and TR cells, gastruloids were generated with the following adaptations: live cells were counted by using 0.2% Trypan Blue solution (Gibco) and a LUNA-FX7 cell counter (Logos biosystems) and 300 live cells were used for aggregation.

### Bright-field microscopy and analysis

B6 gastruloids were kept in 96-well plates and imaged using the Leica THUNDER Imager Live Cell & 3D Cell Culture & 3D Assay with a 10x dry lens. During imaging, the temperature was kept at 37 °C and the CO2 level at 5%. IB10 and TR gastruloids were imaged in 96-well plates using a Zeiss Axio Vert.A1 with a 5x objective. For B6 gastruloids, multiple Z-stacks were taken of each gastruloid with an interval of 5 μm and Z-stacks were focused using the ImageJ data processing package Fiji (v.2.1.0/1.53c) plug-in Stack Focuser. For all cell lines, images were subsequently analysed by creating a mask of the gastruloid in Fiji (v2.14.0). The pictures and masks were loaded into the MOrgAna software [36] for gastruloid quantifications of the major and minor axis length. Each gastruloid was straightened and the aspect ratio was determined by dividing the major and minor axis lengths. Statistics were calculated with statannot’s add_stat_annot (v0.2.3). For comparison of 2 conditions an independent T-test was used, and for more than two conditions the Mann-Whitney-Wilcoxon two-sided test with Bonferroni multiple testing correction was used.

### Immunofluorescence and confocal microscopy

Gastruloids were harvested, fixed in 4% PFA and stored in PBST (PBS, 0.1% Tween20) until further processing. For immunofluorescent staining, gastruloids were washed three times for 5 minutes in PBST, followed by blocking for 1h in blocking buffer (BB; PBS, 10% fetal bovine serum (FBS), 0.2% Triton). Gastruloids were incubated overnight at 4°C with Rabbit anti-TBXT (1:300, Abcam, #ab209665) or Goat anti-TBXT (1:300, R&D systems, #AF2085) and Rat anti-SOX2 (1:300, ThermoFisher, #14-9811-82) primary antibodies in BB. Antibody specificity was determined by omitting primary antibodies. Stained gastruloids were washed three times for 10 minutes in BB followed by incubation with Donkey anti-Rabbit AF647 (1:500, Invitrogen, A31573) or Donkey anti-Goat AF568 (1:500, Invitrogen, #A11057) and Donkey anti-Rat AF488 (1:500, Invitrogen, #A21208) secondary antibodies in BB for 2 hours at RT. After a single wash in PBST for 5 minutes, gastruloids were counterstained with DAPI (1:5000, Invitrogen, D1306) in PBST for 15 minutes at RT, and mounted onto Superfrost microscope slides (Epredia, # 16261541) using Mowiol mounting medium.

Gastruloids were imaged using the Leica SP8 confocal microscope equipped with a Fluotar VISIR 25x NA0.95 water long distance objective. Multiple z-stack images were acquired at 1024x1024px or 512x512px resolution with a step size of either 4 or 7 µm. LAS X and Fiji were used for image visualization and processing.

### FACS analysis of pooled TR gastruloids

At 120 h AA, TR gastruloids were pooled and washed with PBS0, followed by dissociation with 0.5% trypsin-EDTA for ~ 5 mins at 37 °C. Single cells were resuspended with a P200 pipette, spun down at 200 g for 5 mins and resuspended in 500 μL PBS0. 7-AAD (Invitrogen, 00-6993-50) was added in a 1:1000 dilution to stain dead cells. Cell fluorescence of the three reporters was measured on an 8-color MACSQuant (Miltenyi Biotec) and analysed with FlowJo software (v10).

### Dissociation, FACS sorting and scRNA-seq of B6 mESCs and single gastruloids

mESCs were dissociated as described, re-suspended in PBS0 (PBS without calcium or magnesium) supplemented with 5% FBS, and filtered through a 35 μm filter (Falcon, 352235). Single gastruloids were washed with PBS0, followed by incubation with 50 μL trypsin without phenol red (Gibco) for ~ 5 mins at 37 °C. Gastruloids were mechanically broken up into a single-cell suspension by pipetting with a P200 pipette, diluted to 1 mL with PBS0 supplemented with 5% FBS, and filtered through a 35 μm filter (Falcon, 352235). Prior to fluorescence-activated cell sorting (FACS) using an Influx machine, DAPI was added to the cell suspension to assess cell viability. Dissociated single cells were sorted into two 384-well plates for each pre-culture mESC condition, resulting in a total of 768 cells per condition. For each individual gastruloid, one 384-well plate was sorted and processed, and 5 gastruloids were sorted per condition. Libraries were prepared following the CEL-seq2 protocol [37]. The libraries were sequenced with the Illumina NextSeq 500 with a 2 x 75 bp or 1 x 75 bp kit (26 bp at read 1 and 61 bp at read 2).

### sortChIC and bisulfite sequencing of mESCs

H3K27me3 and DNA methylation was assayed in bulk from the same cell suspension as used for CEL-seq2. For bisulfite sequencing, cells were pelleted after dissociation by centrifuging at 300 g for 3 mins, followed by DNA extraction using the Qiagen DNeasy Blood & Tissue Kit (69504) according to the manufacturer’s guidelines. DNA yield was quantified with Qubit dsDNA HS Assay Kit (10616763) and 100 ng DNA was used as input for the Zymo Research Pico Methyl-Seq Library Prep Kit (D5456). Abundance and quality of the final library were assessed by Qubit dsDNA HS Assay Kit (10616763) and Agilent Bioanalyzer HS DNA kit (5067-4626) and sequenced paired-end 2 x 150 bp using an Illumina NextSeq 500. For sortChIC, dissociated cells were ethanol-fixed and incubated with 1:100 anti-H3K27me3 antibody (NEB, 9733S) as described previously [38]. 1000 cells were sorted in a tube and processed as described, with all single-cell volumes multiplied by 100 [38]. Samples were sequenced paired-end 2 x 100 bp on an Illumina NovaSeq 6000.

### Transcriptome analysis

Raw fastq files were processed into count tables using the transcriptome Snakemake [39] pipeline of the SingleCellMultiOmics package (see https://github.com/BuysDB/SingleCellMultiOmics/wiki/Transcriptome-data-processing, version 0.1.30). The pipeline performs demultiplexing for CEL-Seq2 barcodes with a hamming distance of 0 using SingleCellMultiOmics’ demux.py and trimming with cutadapt [40] (version 4.1), followed by mapping with STAR [41] (version 2.5.3a) to the 129/B6 SNP-masked GRCm38 mouse genome (Ensembl 97). Feature counting was performed with featureCounts [42] (version 1.6.2) and reads were tagged and deduplicated, then transformed to a.csv file. Downstream analysis was performed with Scanpy [43] (version 1.8.1). Cells with less than 500 reads or less than 100 genes detected were filtered out. Genes detected in less than 2 cells were also removed. Cells with more than 40% or more than 20% mitochondrial reads were excluded for mESCs and gastruloid cells, respectively. Mitochondrial reads, Malat1, and ribosomal reads were excluded from further analysis. Counts were normalised to 500 transcripts per cell and logarithmized. The number of counts, percentage of mitochondrial reads, and cell cycle phase were regressed out and each gene was scaled to unit variance with a maximum of 10. Principal component analysis was performed with 10 neighbours and either the 30 or 40 highest principal components were used to generate the UMAP for mESCs or gastruloid cells, respectively. The data was clustered using the Leiden algorithm (scanpy.tl.leiden, resolution set to 0.5). Differentially expressed genes between clusters were determined using Scanpy’s Wilcoxon rank-sum test. Differentially expressed genes between ESLIF and 2i pre-culture states were determined by grouping pre-culture conditions into pseudobulks with decoupler (version 1.6.0) followed by pydeseq2 (version 0.4.4)

To match the preculture scRNAseq dataset with a reference gastruloid time-course dataset from 72h AA until 168h AA [44], scanpy’s PCA-based integration called ingest was used and the lineage, pseudotime and sampling time labels were integrated (sc.tl.ingest(adata, adata_ref, obs = [“lineage”,”pseudotime”,”hour”])).

### H3K27me3 and DNA methylation data analysis

WGBS-seq data was mapped using the snakePipes [45] WGBS mapping workflow (v 1.3.1) to GRCm38 (mm10) genome with default parameters. WGBS workflow applies paired-end trimming using fastp [46] (v0.20) with options -q 5 -l 30 -M 5, mapping using bwa mem [47] with options -T 40 -B 2 -L 10 -CM -U 100 -p and bwa-meth [48] (v0.2.2) for methylation encoding, followed by CpG methylation calling using methyldackyl (https://github.com/dpryan79/MethylDackel, v0.5.0) with options -mergeContext -maxVariantFrac 0.25 -minDepth 4. ChIC-seq data was mapped using the ChIC Snakemake pipeline [39] of the SingleCellMultiOmics package (version 0.1.30). The CPM-normalised coverage was computed in 100 bp bins using deepTools [49] (v3.0) bamCoverage with options -normalizeUsing CPM -skipNAs -ignore X MT. We used the mm10 gencode [50] (v23) annotation to define promoter (TSS + - 10 kb), gene body (signal > 10 kb downstream of TSS, only on genes longer than 10 kb), intergenic regions and repbase database (2022) to define repeat regions. WGBS signal (CpG methylation ratio) and ChIC signal (counts) were then aggregated on these grouped features. In order to compare ChIC signal between features, we additionally normalised the ChIC signal to the total length of the feature groups using FPM (features per million) defined as FPM =  A *  (1/ (sum(A))) *  10 x 10^6^, where A =  feature counts/kb. Finally, to classify genes based on the ChIC signal at the promoters, we aggregated counts on promoter regions using computeMatrix with options -bs 200 -missingDataAsZero -skipZeros, followed by plotHeatmap with options -kmeans 4 to get the 4 gene clusters. The normalised counts per cluster was then calculated as CPM =  A/ (sum(A) *  10 x 10^6^), where A =  feature counts.

## Results

### Different intervals of 2i exposure during mESC culture affect the reproducibility of gastruloid formation

To test the impact of preculture-defined mESC states on gastruloid composition, we applied different combinations of 2i and ESLIF culture media to mESCs and studied the effects on gastruloid formation (Fig 1A). First, we tested three mESC lines from two different genetic backgrounds: E14 cells containing a triple germ layer reporter (TR), a wild-type E14-IB10 line (IB10), and wild-type 129SV/Bl6 (B6) cells. We included two control conditions: one with ESLIF only (1) and one with 2i only (2), representing naive and ground state pluripotency, respectively, and show the expected morphologies, with flat and connected colonies in ESLIF medium and dome-shaped disconnected colonies in 2i medium (Figs 1A, S1A). Because it was previously reported that some cell lines benefit from a pulse of 2i for gastruloid formation (reviewed in [51]), we hypothesised that short-term pulses of 2i could modulate the mESCs differentiation potential, thereby affecting gastruloid formation. To this end, we tested 2 intermediate states by culturing the mESCs in ESLIF with a pulse of 2i for the last 48 (3) or 24 (4) hours before aggregation. The morphologies of mESCs subjected to the different pulses are in between the ESLIF and 2i state, with condition 3 forming ESLIF-type colonies with round edges and condition 4 resembling the ESLIF control (Fig 1A).

**Fig 1:**
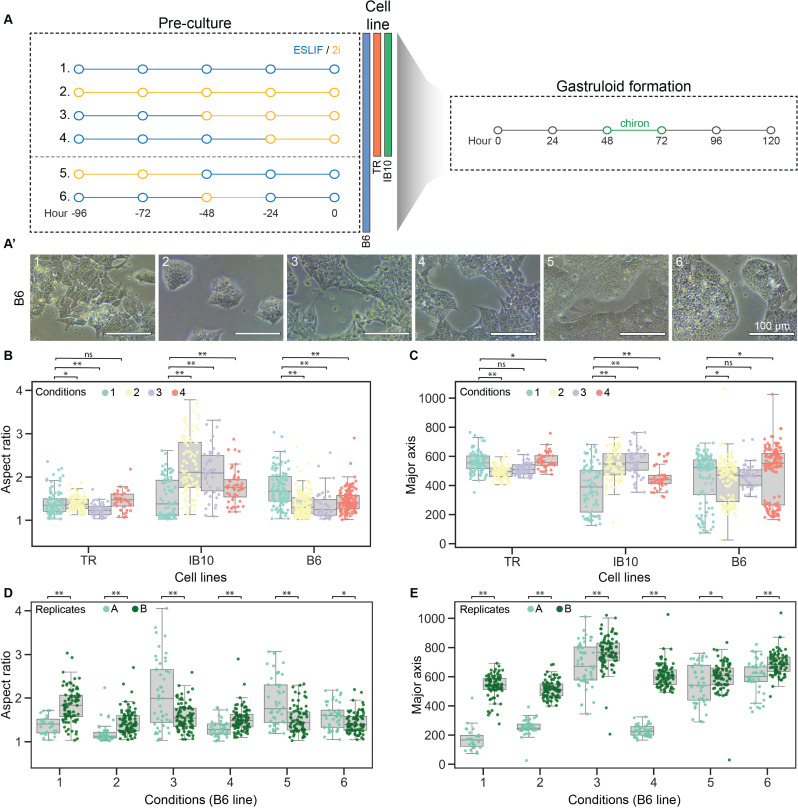
Variations in mESC culture conditions affect gastruloid elongation length, efficiency, and consistency across replicates. (A) Schematic overview of six different pre-culture conditions, with varying times of ESLIF or 2i culture medium, and (A’) corresponding bright-field images showing cell morphologies for all conditions. All cells were routinely maintained in ESLIF medium on gelatin, with the exception of the 2i control (condition 2) in the TR and IB10 cell lines, which underwent full 2i reprogramming for 2 weeks. (B-C) Aspect ratio (B) and major axis length (C) of gastruloids from three different genetic backgrounds. (D-E) Aspect ratio (D) and major axis length (E) of gastruloids from B6 cell line, separated by replicate. The most efficient timing of chiron pulse and read-out was chosen for each condition (see S1F–G Fig). For condition 3, this was 24 h delayed (chiron pulse at 72-96 h AA, read-out at 144 h AA), for all other conditions, this was the standard protocol (chiron pulse at 48-72 h AA, read-out at 120 h AA). Statistical significance between replicates A and B was calculated with an independent t-test.

For all three cell lines and pre-culture conditions, mESCs were aggregated into gastruloids following the standard protocol which uses a Wnt-activation pulse between 48 h and 72 h after aggregation (AA) through the addition of chiron [12,15]. Gastruloids display morphological variation at 120h AA depending on the mESC pre-culture condition used (S1B Fig). To characterise these morphological differences for all cell lines and conditions in a high number of gastruloids in parallel, we performed a gastruloid elongation screening, which is indicative for efficient symmetry breaking and early lineage commitment of cells towards the three germ lines. In short, we imaged all gastruloids generated, extracted the major and minor axis length of each individual gastruloid using MOrgAna [36], and used these to calculate the aspect ratio (S1C Fig). Comparing results obtained for the 4 conditions showed a significant difference in gastruloid formation efficiency as measured by the aspect ratio (AR) and major axis length (Fig 1B–C). The gastruloids generated from the TR line displayed modest elongation and did not show significant differences between pre-culture conditions. In contrast, the IB10 and B6 gastruloids were affected by pre-culture conditions but with opposing effects. For IB10 gastruloids, 2i culture conditions resulted in a significant increase in AR whereas for B6 gastruloids, ESLIF culture conditions gave rise to the highest AR. These data demonstrate the variability of gastruloid formation between cell lines, and the requirement of different pre-culture conditions for gastruloid formation dependent on the cell line.

To see if pre-culture conditions affect lineage distribution in gastruloids, we further analysed formed gastruloids from the TR cell line for pre-culture conditions 1 and 2 by FACS measurement of the fraction of cells containing germ layer-specific expressed fluorescent proteins. We noticed variations in the ratio of cells expressing each marker (S1D–E Fig). While both conditions had similar fractions of endodermal cells, ESLIF pre-cultured gastruloids contained more ectodermal cells, while 2i pre-cultured gastruloids were mostly composed of mesodermal cells for both replicates tested (S1D–E Fig). We next separated the replicates in the AR and major axis length quantification for pre-cultures 1 and 2. We observed that the TR line remains consistent across replicates, the IB10 line replicates its pattern of a higher AR in pre-culture condition 2 than 1, and the B6 line shows the largest variation between replicates (S1F Fig). We decided to study the effect of all pre-culture conditions in more detail in the B6 cell line to see if other conditions could lead to more consistent results across replicates.

Because the altered pluripotency state of the different pre-culture conditions could have an effect on symmetry breaking during the gastruloid protocol, we subjected all conditions additionally to a delayed chiron pulse from 72 h - 96 h AA, and assessed them at 120h or 144 h AA (S1G–I Fig). We only observed a significant increase of the aspect ratio for pre-culture condition 3 with a 24h delay of the chiron pulse and read-out (S1H–I Fig). Therefore, we subjected condition 3 pre-cultured cells to a 72 h - 96 h AA chiron pulse and read-out at 144 h AA, while for all other pre-culture mESCs we used the default gastruloid protocol. To investigate what causes this difference between pre-cultures, we assessed the time point of Brachyury (T) induction and polarisation between pre-cultures (S1J–K Fig). We found that while condition 1 results in polarised structures at 72h AA, conditions 2 and 3 display a delay in T induction and polarisation. Condition 4 pre-cultured gastruloids display similar symmetry breaking as compared to condition 1, but with a lower overall expression of T. At 96h AA, all pre-culture conditions result in elongated structures with polarised expression of T.

To refine our intermediate pluripotent states we introduced two additional pre-culture conditions before aggregation. mESCs were cultured in ESLIF with a 48-hour (5) or 24-hour (6) 2i pulse followed by a 48-hour (5) or 24-hour (6) ESLIF pulse before aggregation (Fig 1A). When we split the data by experiment, we observed a high degree of heterogeneity between replicates except for conditions 4 and 6 (Fig 1D–E). Gastruloids generated from pre-culture conditions 5 and 6 show the least variation in AR and major axis length across the two replicates (Fig 1D–E).

To conclude, the pre-culture conditions to which mESCs are exposed indeed affect the formation of gastruloids. For the wild-type cell lines tested, variations in mESC pre-culture result in gastruloids with different morphologies and elongation scores (Fig 1). Finally, pre-culture conditions of mESCs affect reproducibility of gastruloid generation, with pre-cultures 5 and 6 generating the most reproducible results for the B6 line, while for TR and IB10 pre-cultures 1 and 2 were tested and found to be reproducible (Figs 1D–E, S1F).

### mESC pre-culture conditions display two distinct transcriptional and epigenetic signatures

Next, we wondered if the observed phenotypic variability during gastruloid formation is already reflected in the mESC state during aggregation. 

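The mESCs profiled were of the B6 line, a hybrid of the 129S1/SvImJ and C57BL/6 mouse strains. They were kept in ESLIF medium, which contains serum and leukaemia inhibitory factor, or in 2i medium, which contains leukaemia inhibitory factor and inhibitors of the kinases GSK3 and MEK. Condition 1 received ESLIF only, condition 2 received 2i for 96 h, condition 3 for the last 48 h and condition 4 for the last 24 h before collection. Condition 5 received 2i for 48 h and then ESLIF for 48 h, and condition 6 received 2i for 24 h and then ESLIF for 24 h. The paper gives the days of cell splitting as 1 and 3, and the sample labels give days 2 and 3. The grouping of samples does not depend on these days. Single cells of each of the 6 conditions were sorted by FACS into 2 plates with 384 wells each, and libraries were prepared with CEL-seq2, a protocol that tags each transcript with a molecular identifier. Both plates of a condition came from 1 cell suspension, so they are technical replicates and each condition is 1 culture. The authors mapped the reads to a mouse genome in which positions that differ between both strains are masked, counted deduplicated reads per gene, and removed cells with under 500 reads or over 40% mitochondrial reads. They then regressed out the number of counts, the mitochondrial percentage and the cell cycle phase before building the UMAP and the clusters. Their deposited table gives, for each cell, the total counts, the number of genes, the mitochondrial fraction, the cell cycle scores, the cluster, the cell state and the UMAP coordinates. It lists 4147 cells, 90.0% of the 4608 wells sorted, with 284 to 365 cells per plate. The lowest total of a listed cell is 375 counts and 28 cells have fewer than 500. No listed cell exceeds the mitochondrial limit, and the highest value is 38.7%. The sequencing report gives the reads per plate before mapping. The median counts per cell of a plate ranged from 6845 to 13669. From the deposited table, shares of cells, medians per plate and neighbours on the UMAP were computed. The names of the cell states follow the paper where the table uses an older name. A cell was not treated as a replicate. Confidence intervals on shares cover counting error only.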

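For each mESC, the 15 nearest cells on the deposited UMAP coordinates were taken as its neighbours. In the ESLIF conditions 1, 5 and 6, neighbours from the same 3 conditions made up 98.8%, 98.9% and 97.8% of all neighbours, respectively, where a random mixture of the cells would give 50.3%. In the 2i conditions 2, 3 and 4, the share of neighbours from these conditions was 98.3%, 98.4% and 98.3%, against 49.7% in a random mixture. Neighbours from the cell's own condition made up 90.9% in condition 1, 86.8% in condition 2, 76.9% in condition 3, 84.3% in condition 4, 72.4% in condition 5 and 68.0% in condition 6, where 15.4% to 17.4% would come from a random mixture. Cells of conditions 5 and 6 lay close to each other, with 94.7% of their neighbours from condition 5 or 6. The cell states divide in the same way. Of the cells in Primed Pluripotency, 1382 came from ESLIF conditions and 14 from 2i conditions. Ectoderm Priming held 657 cells from ESLIF conditions and 1 from 2i conditions. In contrast, 767 cells in Ground State Pluripotency came from 2i conditions and 4 from ESLIF conditions, and the numbers were 646 and 1 for Naive Pluripotency and 601 and 1 for Epiblast-like cells. Each condition was cultured once, so these shares have no replicate error across cultures and no test between conditions was made on them.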

Single-cell RNA sequencing analysis of the mESCs showed a clear segregation between cells from conditions 1, 5, and 6 (ESLIF conditions) on the one hand, and pre-culture conditions 2, 3, and 4 (2i conditions) on the other (Fig 2A). We confirmed that this difference is not due to plate effects (S2A Fig) or other technical aspects, such as the total genes profiled, total counts recovered, or the percentage of mitochondrial reads per cell (S2B–D Fig). In contrast to the observed variability in gastruloid formation, mESCs within each condition were relatively homogenous as they segregated into distinct groups without distinguishable sub-clusters (Fig 2A). 

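The 12 plates received 8696308 to 33458578 reads. The largest difference between plates of 1 condition was in condition 6, where the medians were 13669 and 7640 counts per cell at 29120775 reads and at the lowest number of reads, respectively. The plate of condition 6 with fewer reads thus lay within the range of the 2i plates, which had medians of 7400 to 11880 counts. With the condition as the unit, the mean of the condition medians was 10093 ± 2501 counts per cell in ESLIF and 8772 ± 1003 in 2i conditions (SD, n = 3 each, exact two-sided permutation test, p = 0.5). For the number of genes per cell these values were 4277 ± 671 and 4021.5 ± 240.3 (SD, n = 3 each, the same exact test, p = 0.6), and for the mitochondrial percentage 5.70 ± 1.36% and 5.74 ± 0.551% (SD, n = 3 each, the same exact test, p = 0.9). The smallest p that 3 conditions against 3 allow is 0.1, so this design cannot call a difference at 0.05. The ranges of ESLIF and 2i conditions overlap in all 3 measures. The use of single technical replicates moved these results most. The difference in the mitochondrial percentage, as ESLIF minus 2i, was -0.0359 percentage points over both replicates, -0.580 points with technical replicate 1 only and 0.508 points with technical replicate 2 only. With the mean over cells in place of the median, it was also higher in ESLIF conditions, by 0.161 points. To compare the plates, the cell states of the 2 plates of each condition were tested with a chi-square test on 100000 permuted plate labels. Only condition 3 showed a difference (chi-square 21.3 on 5 degrees of freedom, permutation p = 0.000290, 0.00174 after Benjamini-Hochberg adjustment over 6 conditions). In the other 5 conditions the permutation p was at least 0.0595. This test compares states and does not see the 2 clusters that make up Primed Pluripotency. On the plates of condition 6, the smaller of these clusters held 49.9% and 23.7% of the Primed Pluripotency cells, a difference not tested. With only cells of at least 1000 counts, the plates of condition 4 differed as well (chi-square 18.4, permutation p = 0.000900). Among neighbours of the same condition on the UMAP, between 52.3% (condition 3) and 71.8% (condition 6) came from the same plate, where 49.9% to 50.5% would come from a random mixture of both plates. The paper states that the split between ESLIF and 2i conditions is not due to plate effects or other technical aspects.

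**Figure D1:**
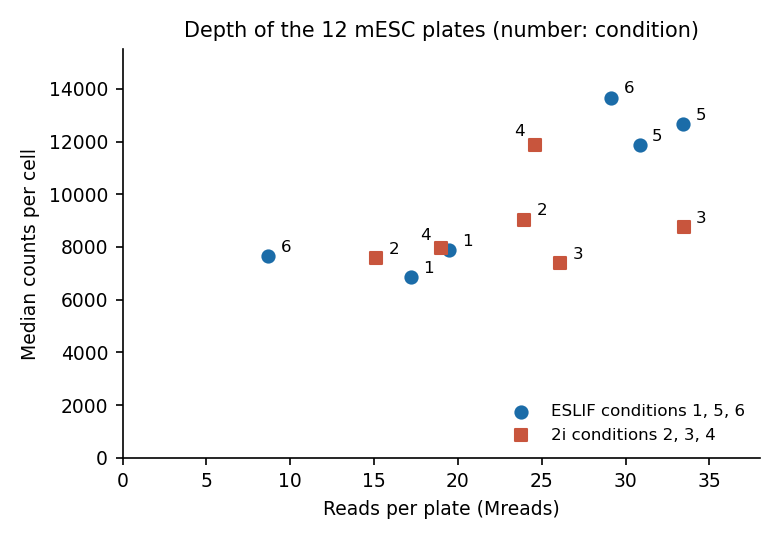
Median counts per cell (vertical axis) against the number of sequencing reads per plate (horizontal axis, in Mreads) for the 12 mESC plates, with the number of the pre-culture condition beside each point and ESLIF and 2i conditions in different colours and shapes. The plates of both groups overlap in counts per cell, and those of condition 6 lie furthest apart in reads.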

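In each condition, 1 annotated state held most of the cells. In condition 1, 92.1% of the cells were in Ectoderm Priming (643 of 698, 95% Wilson interval 89.9 to 93.9%) and in condition 2, 91.6% were in Ground State Pluripotency (654 of 714, 89.3 to 93.4%). Primed Pluripotency held 97.5% of the cells of condition 5 (704 of 722, 96.1 to 98.4%) and 96.1% of those of condition 6 (640 of 666, 94.3 to 97.3%). The shares were lower in condition 4, with 85.3% Epiblast-like cells (544 of 638, 82.3 to 87.8%), and in condition 3, with 77.2% of the cells in Naive Pluripotency (547 of 709, 73.9 to 80.1%). In condition 3, a further 12.4% of the cells were in Ground State Pluripotency and 7.76% were Epiblast-like. Its technical replicates had 82.7% and 71.3% of their cells in Naive Pluripotency, and either value lies outside the interval of the condition. Those of condition 4 had 82.8% and 88.4% Epiblast-like cells, of which the second lies outside the interval, as does the share of 88.7% among cells with at least 1000 counts. The 7 states correspond to 8 Leiden clusters, since Primed Pluripotency combines a cluster of 961 cells and a cluster of 435 cells. The smaller cluster made up 25.6% and 21.7% of the Primed Pluripotency cells on the plates of condition 5, and 49.9% and 23.7% on those of condition 6.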

Next, we clustered the cells into cell states and determined the top differentially expressed genes for each cluster using the Wilcoxon rank-sum test. Cell state clusters are largely dominated by cells from the same pre-culture condition, with the exception of one cluster shared by pre-cultures 5 and 6, and two outlier clusters (Fig 2B). These two clusters also show a lower S-phase score compared to the other clusters, indicating a low cell division rate (S2E Fig). 

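Of the 658 cells in Ectoderm Priming, 97.7% came from condition 1. Condition 4 contributed 90.4% of the 602 Epiblast-like cells, condition 2 contributed 84.8% of the 771 cells in Ground State Pluripotency and condition 3 contributed 84.5% of the 647 cells in Naive Pluripotency. The 1396 cells in Primed Pluripotency came from condition 5 (50.4%) and condition 6 (45.8%), with 38 cells from condition 1 and 3, 6 and 5 cells from conditions 2, 3 and 4. The outlier states drew on all conditions. Endoderm Progenitors comprised 9, 4, 12, 7, 3 and 10 cells of conditions 1 to 6, respectively, and Mesoderm Progenitors comprised 6, 5, 1, 3, 8 and 5 cells.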

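The S-phase score is the authors' score per cell, without a unit, and was compared within each condition between an outlier state and all other cells. Endoderm Progenitors had a lower mean score than the other cells in 6 of 6 conditions. The difference of the means was -0.0570 ± 0.0126 (SD over 6 conditions, exact two-sided sign-flip test, p = 0.0313, the smallest p that 6 conditions allow) and ranged from -0.0722 in condition 5 to -0.0418 in condition 3. The alternative that moved it most kept only the 4 conditions with at least 5 such cells and gave -0.0524 (exact p = 0.125, the smallest p for 4 conditions). Mesoderm Progenitors had a lower mean score in 4 of the 5 conditions with at least 3 such cells. The difference was -0.0209 ± 0.0159 (SD over 5 conditions, the same exact test, p = 0.125, where the smallest p allowed is 0.0625) and was not called. In condition 2 the 5 Mesoderm Progenitors scored 0.00107 above the other cells, and in condition 1 the difference was largest, at -0.0393. With 3 to 12 cells per state and condition, the means of single conditions are imprecise.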

We classified one of the two outlier clusters as ’Endoderm Progenitors’, due to high and specific expression of endoderm-related genes including *Foxa2*, *Sox17*, *Sox7*, *Gata4*, and *Gata6* (S2F Fig) [52]. The second outlier cluster shows expression of mesoderm specification genes, such as *Mesp2*, *Notch1,* and mesodermal allantois marker *Tbx4* [15,19,53], indicative of Mesoderm Progenitors (S2E–F Fig).

**Fig 2:**
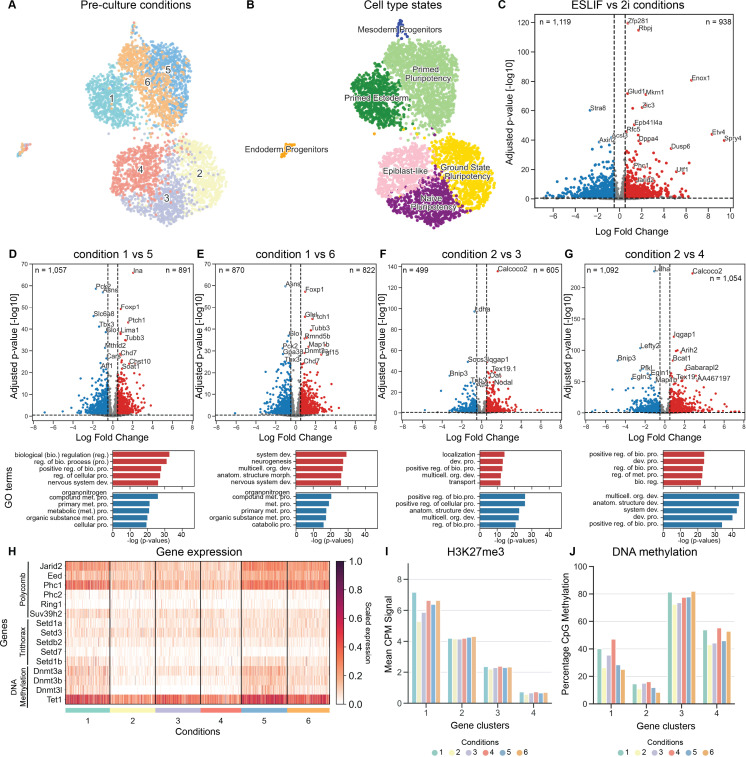
Specific pulses of culture media result in distinct transcriptome profiles and differential gene expression of epigenetic marker genes in B6 mESCs. (A) UMAP clustering of single-cell transcriptomes (n =  4,147) of mESCs cultured using pre-culture conditions defined in Fig 1. (B) UMAP coloured by cell type states: Primed Pluripotency (n =  1,396), Ectoderm Priming (n =  658), Mesoderm Progenitorst (n =  28), Endoderm Progenitors (n =  45), Epiblast-like cells (n =  602), cells in Ground State Pluripotency (n =  771), and Naive Pluripotency (n =  647). Cell typing is based on marker gene expression displayed in S2F Fig and [15,18,19]. (C) Volcano plot indicating downregulated genes (left, blue) and upregulated genes (right, red) in ESLIF pre-culture conditions (conditions 1, 5, 6) compared to 2i pre-culture conditions (conditions 2, 3, 4). (D-G) Volcano plots indicating downregulated genes (left, blue) and upregulated genes (right, red) within ESLIF and 2i pre-culture conditions. The ESLIF control (condition 1) was compared to condition 5 (D) and condition 6 (E), and the 2i control (condition 2) was compared to condition 3 (F) and condition 4 (G). Below: the top 5 GO analysis terms for upregulated (red) and downregulated (blue) genes. (H) Heatmap showing differential expression between the pre-culture conditions of Polycomb-associated genes (*Jarid2*, *Eed*, *Phc1*, *Phc2*, *Ring1*, *Suv39h2*), DNA methylation factors (*Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Tet1*), and Trithorax-associated genes (*Setd1a*, *Setd3*, *Setdb2*, *Setd7*, *Setd1b*). (I) H3K27me3 abundance in a 20 kb window around the TSS of genes grouped by differential gene clusters. Differential gene clusters were identified based on their H3K27me3 TSS coverage across the six conditions (J) Percentage of DNA methylation on promoter CpGs, grouped per pre-culture condition and gene cluster determined based on H3K27me3 data.

Next, we looked at known markers for core, ground state, naive, and primed pluripotency [23,52,54–58]. The majority of the cells display high expression of core pluripotency genes including *Sox2*, *Esrrb*, *Nanog, Dppa5a and Tdgf1 (Cripto)* (S2F Fig) [27,54,56,58]. However, we could discern differences between pluripotency states. 2i-grown mESCs (condition 2) show high expression of Ground State Pluripotency genes *Nanog*, *Epha4*, *Mt1*, *Mt2*, and *Tex19.1* [15,56,59], while condition 3 cells exhibit a Naive Pluripotency signature with *Klf4* expression [23,52,56], and mESCs grown in pre-culture conditions 5 and 6 show a Primed Pluripotency signature [27,55,56] with expression of *Tet2*, *Dusp6, Sox1, Lefty2,* and *Bmp4* (S2F Fig). Condition 4 mESCs resemble Epiblast-like cells with up-regulation of *Igfbp2*, *Tuba1a*, and *Fos* [23,57,60], and condition 1 mESCs show expression of factors associated with Sonic Hedgehog(*Shh*) signalling, such as *Gbx2*, *Ptch1*, *Sox11*, and *Lefty1* [61–66], indicative of ectodermal priming (S2F Fig) [67–69]. Calculated correlation scores confirmed the difference between pre-culture conditions (S2G Fig) and confirmed Endoderm Progenitors and Mesoderm Progenitors as outlier populations that likely represent a small fraction of differentiated cells (Figs 2B, S2H). 

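Endoderm Progenitors made up 1.09% of all mESCs (45 cells) and were found on 12 of 12 plates, with 1 to 7 cells per plate. Mesoderm Progenitors made up 0.675% (28 cells) and were found on 11 plates, with 0 to 6 cells per plate. Of the 55 mESCs with under 1% mitochondrial reads, 19 were Mesoderm Progenitors. The median mitochondrial percentage of this state was 0.544% (quartiles 0.334 to 1.17%), compared to 5.56% in all other mESCs. Its cells also had fewer counts, with a median of 6399.5 against 9188. Among other mESCs with counts between the quartiles of Mesoderm Progenitors (3051.75 to 7760.0), the median mitochondrial percentage was 6.25%. The medians of the other 6 states lay between 4.42% in Endoderm Progenitors and 7.24% in Ectoderm Priming.

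**Figure D2:**
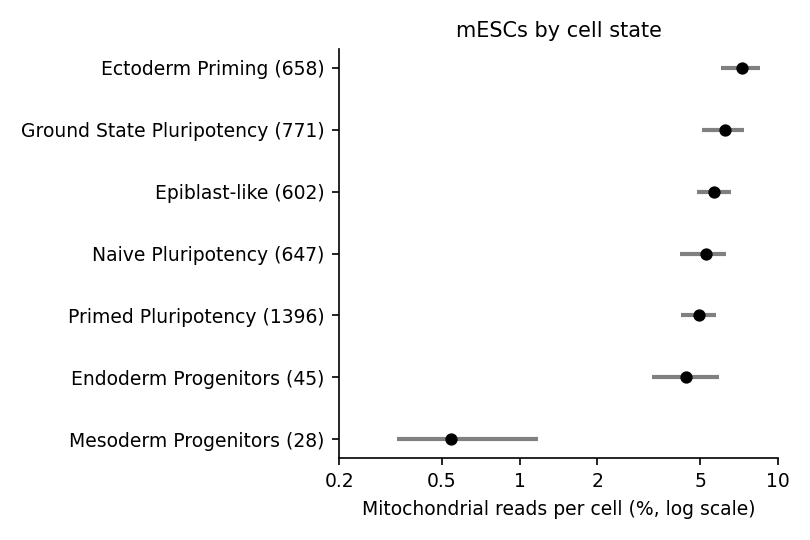
Percentage of mitochondrial reads per mESC (horizontal log axis) for each of the 7 cell states, with the number of cells in parentheses. Points are medians over cells and lines span the quartiles, and the Mesoderm Progenitors lie at 0.544%, below the other states.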

To analyse the transcriptional changes underlying this split between the pre-culture conditions in more detail, we performed differential gene analysis between ESLIF conditions, compared to 2i conditions. Top differentially expressed genes include known pluripotency factors as well as epigenetic factors such as *Utf1*, *Jarid2*, and *Phc1* (Fig 2C). To determine whether intermediate states of pre-culture conditions display different transcriptome signatures which could explain their variations in gastruloid formation, we next determined differentially expressed genes within the ESLIF and 2i conditions. Top upregulated genes in the ESLIF control (condition 1) compared to conditions 5 and 6 included *Ptch1, Chd7* and *Foxp1* with enriched GO analysis terms for biological regulation, system development and neurogenesis, confirming priming towards ectoderm (Fig 2D–E). In contrast, top upregulated genes in the 2i control (condition 2) compared to conditions 3 and 4 included pluripotency genes such as *Tex19.1,* and downregulated genes were enriched for the terms multicellular organism development and system development, indicating that conditions 3 and 4 display a later stage of pluripotency than condition 2 (Fig 2F–G).

Epigenetic changes between 2i-grown and ESLIF-grown mESCs are well studied, in terms of DNA methylation and chromatin modifications [24–31]. While H3K27me3 is deposited by the Polycomb Repressive Complex (PRC), H3K4me3 is regulated through Trithorax Group Proteins (TxG). Indeed, when we analysed gene expression patterns of Polycomb, Trithorax and DNA methylation factors, we observed an up-regulation of PRC factors in conditions 1, 5, and 6, but not in 2, 3, and 4 (Fig 2H). This same pattern is to a lesser extent replicated in DNA methylation factors, but not in TxG factors (Fig 2H).

To look further into epigenetic differences between the conditions, we profiled DNA methylation with Whole Genome Bisulfite Sequencing (WGBS) and H3K27me3 distribution across the genome with Sort-Assisted Chromatin Immunocleavage (sortChIC) [38]. First, we assessed distribution of both modifications across different genomic regions. While repeat regions are generally highly covered by H3K27me3, gene bodies and promoters contain a lower amount of this mark (S3A Fig). DNA methylation is generally highest in intergenic regions and lowest in promoter regions (S3B Fig). We observed the largest variation between pre-culture conditions in promoter regions, and therefore focused the following analyses on these (S3B Fig). We assessed coverage of H3K27me3 in a 20kb window around individual transcription start sites (TSS) and identified four gene clusters with variable H3K27me3 distribution dynamics (Fig 2I). To assess the effects of these epigenetic differences on gene expression, we grouped the scRNA-seq dataset generated before according to the same gene clusters and analysed the average expression per pre-culture condition and gene cluster (S3C Fig). Around 20% of the genes classified to clusters 1 and 2 are differentially expressed between the ESLIF and 2i conditions, with more genes being downregulated (14.5% and 12.4%, resp.) than upregulated (8.3% and 9.4%, resp., S2E Fig).

Generally, gene cluster 1 shows variability in the amount of DNA methylation and H3K27me3 coverage between pre-culture conditions, but not when assessing gene expression (Figs 2I–J, S3C). GO analysis reveals that the variable gene cluster 1 is associated with terms like system development, multicellular organism development, and cell differentiation (S3D–E Fig). In contrast, while genes classified in cluster 2 show generally high levels of H3K27me3 coverage, DNA methylation across these gene promoters is low with levels below 20% (Fig 2I–J). Genes classified to gene clusters 1 and 2 are generally lowly expressed, consistent with their silencing through H3K27me3 (Figs 2I–J, S3C). Genes classified to cluster 3 follow the inverse pattern with DNA methylation levels reaching 80%, intermediate levels of expression and corresponding lack of H3K27me3. Genes classified to cluster 4 show lower levels of both DNA methylation and H3K27me3 coverage, consistent with generally high levels of gene expression (Figs 2I–J, S3C). Lastly, we asked whether differentially expressed genes undergo epigenetic changes. For this, we compared the gene-wise H3K27me3 promoter abundance in the different pre-culture conditions and labelled differentially expressed genes (S3F Fig). This showed a clear loss of H3K27me3 on transcriptionally upregulated genes of the same condition. Importantly, differentially expressed genes show overall relatively low H3K27me3 levels in all pre-culture conditions, which get further reduced during gene activation.

### mESC pre-culture conditions affect lineage contribution in gastruloids

To study the effect of different mESC pre-culture conditions on the differentiation potential, we generated gastruloids from pre-culture conditions 1, 5, and 6 as described above. Pre-culture condition 1 was selected as a control, and conditions 5 and 6 were selected because they gave the most consistent results with higher AR scores in previous assays (Figs 1–2, S1–S3). Considering their similar mESC profile and gastruloid morphologies upon differentiation, we hypothesised that conditions 5 and 6 would also yield comparable cell type compositions, while condition 1 might show a bias towards ectoderm consistent with its priming through Shh signalling in mESCs (S1A, 2B, S2F Figs). For each pre-culture condition, we selected 5 single gastruloids and subjected them to single-cell RNA sequencing to evaluate reproducibility. 

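Gastruloids were collected at 120 h after aggregation, and the cells of each gastruloid were sorted into 1 plate of 384 wells and sequenced with CEL-seq2. With 3 conditions and 5 gastruloids each, this gives 15 plates. Gastruloid and plate coincide, so a difference between gastruloids of 1 condition includes any difference between plates. The gastruloid is the replicate in all comparisons. The paper does not state from how many pre-cultures the 5 gastruloids of a condition came. The tests therefore measure spread between gastruloids and may not cover spread between cultures. Read mapping, counting and regression followed the steps used for mESCs, with a limit of 20% mitochondrial reads. In the authors' deposited table, each cell carries its total counts, genes, mitochondrial fraction, cell cycle scores, cluster, cell type, germ layer and the name of its gastruloid in Fig 3D. The table lists 4637 cells, 80.5% of 5760 wells, with 261 to 348 cells per gastruloid. Conditions 1, 5 and 6 contributed 1529, 1532 and 1576 cells. The median counts per cell of a gastruloid ranged from 7109.5 to 10467 in condition 1 (median 8355), from 7537 to 10620.0 in condition 5 (median 9723.5) and from 7898 to 12135.5 in condition 6 (median 9739). The lowest total of a cell is 419 counts, 24 cells have fewer than 500, and no cell exceeds the mitochondrial limit. The share of each of the 11 cell types and 4 germ layer classes among a gastruloid's cells was computed in percent. Pairs of conditions were compared with the exact two-sided Wilcoxon rank-sum test, in which all splits of the 10 gastruloids are enumerated. The paper names this test with Bonferroni correction and its text does not name the number of tests corrected for. Here p was multiplied by 3 for the 3 pairs of conditions, and a difference was called when the product was under 0.05. With 5 gastruloids against 5, the smallest p is 0.00794, or 0.0238 after correction. Benjamini-Hochberg adjusted values over the 33 tests of cell types or the 12 tests of germ layers are given as q. Where no cell of a type was found, the share that 3 cells would make is given as the upper limit. The deposited names of cell types were replaced by those of Fig 3 with the same number of cells. The deposited germ layers count NMP/Caudal Epiblast cells as ectoderm and Allantois cells as endoderm, whereas the legend of Fig 3B lists Caudal Epiblast cells among mesodermal types.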

After excluding low-quality cells (see Methods), the remaining 4,637 single cells were used for UMAP embedding (Figs 3A, S4A). 

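Ectoderm, mesoderm and endoderm cells were present in 15 of 15 gastruloids under the deposited germ layers. Mesoderm held 736 of the cells of condition 1, 1162 of condition 5 and 1208 of condition 6. Ectoderm held 557, 155 and 170 cells, and endoderm, which includes the Allantois cells, held 119, 64 and 47 cells. The remaining cells were PGC-like cells, deposited as pluripotency, with 117, 151 and 151 cells. The share of endoderm was 7.78 ± 2.51% in condition 1, 4.12 ± 1.87% in condition 5 and 2.99 ± 1.15% in condition 6 (SD, n = 5 gastruloids each). It was higher in every gastruloid of condition 1 than in those of condition 6 (exact rank-sum test, p = 0.00794, corrected p = 0.0238, q = 0.0190). Between conditions 1 and 5 the difference was not called (exact p = 0.0317, corrected p = 0.0952, q = 0.0635), but it was called without gastruloid 5A (4.37 percentage points, exact p = 0.0159). The alternative that moved these differences most, chosen after seeing the data, counted Allantois cells as mesoderm. The difference between conditions 1 and 6 was then 1.91 percentage points and no longer called (exact p = 0.310). A minimum of 1% mitochondrial reads, likewise chosen after seeing the data, also lost the call (2.48 points, exact p = 0.0952), but it removes 91 of the 96 Allantois cells and so mostly repeats this alternative. Without Allantois cells, the Endoderm cell type made up 4.05 ± 2.62%, 2.42 ± 1.45% and 2.14 ± 1.02% of the cells in conditions 1, 5 and 6 (SD, n = 5 each). In single gastruloids the order of the germ layers can differ, since gastruloid 1D had 39 mesoderm and 182 ectoderm cells.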

Gastruloids from every condition contain cell types derived from all three germ layers, with mesoderm contributing the highest and endoderm contributing the lowest number of cells (Figs 3B–C, S4B). Quality metrics including the total number of genes profiled, total counts recovered, and percentage of mitochondrial reads per cell are comparable between conditions and cell types (S4C Fig). 

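The median number of genes per cell, averaged over the gastruloids, was 4179.8 ± 345.0 in condition 1, 4372 ± 347 in condition 5 and 4460.1 ± 460.1 in condition 6 (SD, n = 5 each). The median counts per cell averaged 8635 ± 1292, 9395 ± 1296 and 9808 ± 1790 (SD, n = 5 each). No pair of conditions differed in either measure (exact two-sided Wilcoxon rank-sum test, p between 0.310 and 0.690). These tests of the quality measures were added after the data had been seen. The mitochondrial percentage was 5.31 ± 0.173% in condition 1, 5.12 ± 0.178% in condition 5 and 4.65 ± 0.305% in condition 6 (SD, n = 5 each). It was lower in every gastruloid of condition 6 than in those of condition 1 (exact p = 0.00794, corrected for 3 pairs 0.0238, q = 0.0714 over the 9 tests of quality measures). Conditions 5 and 6 differed with an exact p of 0.0317 (corrected 0.0952), and without gastruloid 5E the percentage fell by 0.526 points from condition 5 to condition 6 and the difference was called (exact p = 0.0159). With the mean over cells in place of the median, the percentage fell by 0.590 points from condition 1 to condition 6 and the difference was no longer called (exact p = 0.0317). Between cell types, the median mitochondrial percentage was 4.61% to 5.47% in 10 of the 11 types. In Allantois cells it was 0.343% (96 cells, quartiles 0.269 to 0.472%). Within the 12 gastruloids that have at least 3 Allantois cells, their median was 0.250 to 0.696%, compared to 4.47 to 5.60% in the other cells of the same gastruloids. Allantois cells had fewer counts than the other cells in 12 of these 12 gastruloids, with a median ratio of 0.601.

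**Figure D3:**
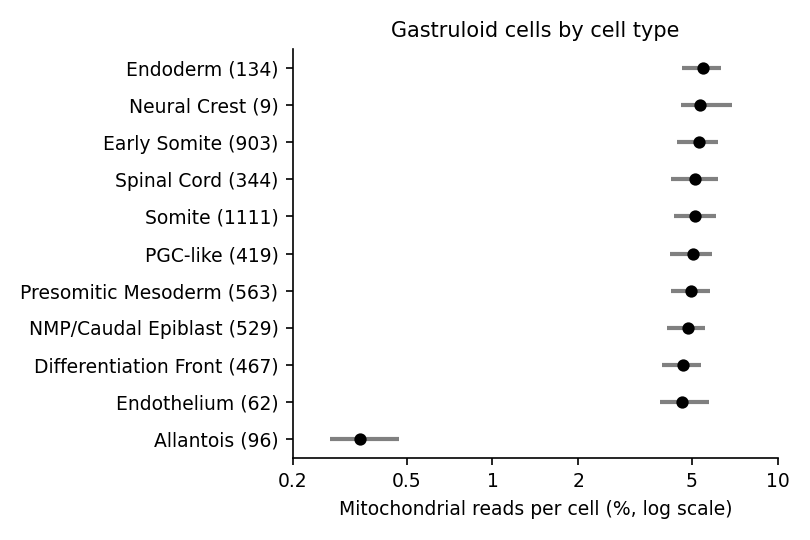
Percentage of mitochondrial reads per gastruloid cell (horizontal log axis) for each of the 11 cell types, with the number of cells in parentheses. Points are medians over cells and lines span the quartiles, and Allantois cells lie at 0.343% while the other types lie between 4.61% and 5.47%.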

Cell types were annotated based on established marker genes shown in [14,15,18,19].

**Fig 3:**
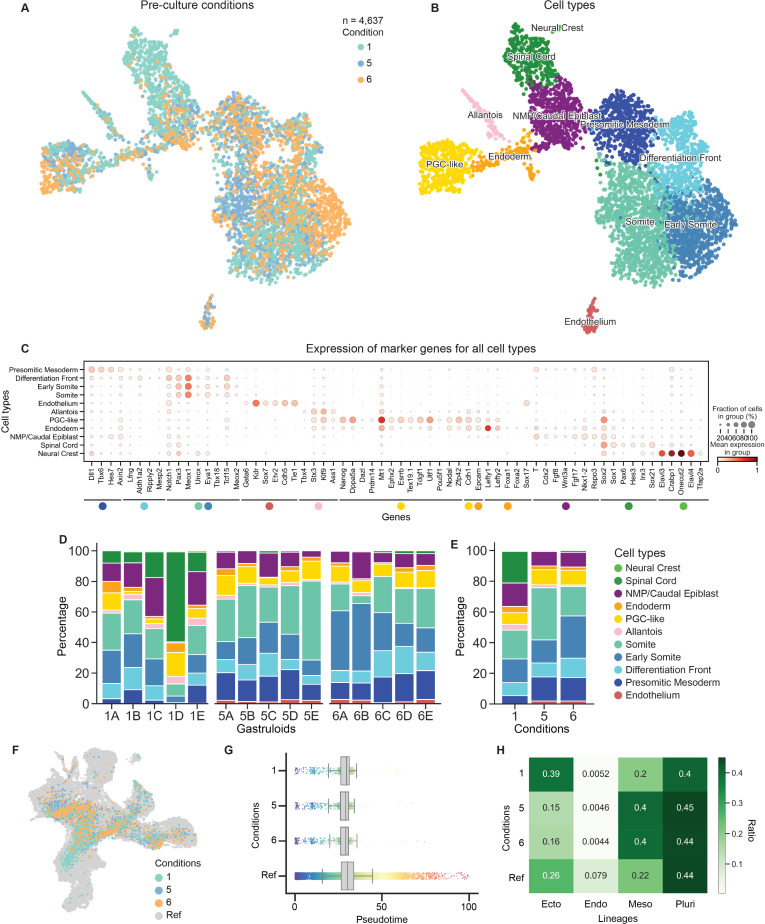
Pre-culture conditions affect lineage contribution in gastruloids generated with B6 mESCs. (A) UMAP showing clustering of single-cell RNA sequencing data of five individual gastruloids for conditions 1 (n =  1,529), 5 (n =  1,532), and 6 (n =  1,576), sampling a total of 4,637 cells. (B) UMAP coloured by recovered cell types: Primordial Germ Cell-like Cells (PGC-like, n =  419); Allantois cells (n =  96); Endodermal cells (n =  134); mesodermal cell types, including Early Somites (n =  903), Somites (n =  1,111), Presomitic Mesoderm (n =  563), and Differentiation Frontt (n =  467), Endothelium (n =  62), Caudal Epiblast containing NMPs (n =  529); and ectodermal cell types including Spinal Cord (n =  344), and Neural Crest (n =  9). Cell type annotation is based on localised expression of established marker genes (see Fig C) [14,15,18,19]. (C) Dot plot showing the expression of marker genes in all cell types. Dot colour represents the mean expression of marker genes in specific groups, and dot size represents the fraction of cells within the group that show expression of the gene. (D) Cell type distributions across 5 individually sampled gastruloids from condition 1 (1A-E), condition 5 (5A-E), and condition 6 (6A-E). (E) Average cell type distributions from (D) between conditions 1, 5, and 6. (F) Integration of gastruloid preculture dataset with gastruloid time-course dataset from 72h AA until 168h AA [44]. (G) Pseudotime distributions of integrated dataset split into preculture conditions 1, 5, and 6, and reference dataset. (H) Ratios of lineage contributions of integrated dataset split into preculture conditions 1, 5, and 6, and reference dataset.

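Spinal Cord cells made up 20.7 ± 21.7% of the cells of condition 1 gastruloids, 0.698 ± 0.676% in condition 5 and 1.20 ± 0.701% in condition 6 (SD, n = 5 each). These shares rest on 315, 10 and 19 cells. Every gastruloid of condition 1 lay above every gastruloid of conditions 5 and 6 (exact two-sided Wilcoxon rank-sum test, p = 0.00794 for either comparison, corrected p = 0.0238, q = 0.0655 over 33 tests). The difference in the mean was 20.0 percentage points from condition 5 and 19.5 points from condition 6. The gastruloids of condition 1 differ from each other, with 8.09% Spinal Cord cells in 1A, 7.21% in 1B, 16.8% in 1C, 12.7% in 1E and 58.9% in 1D (178 of 302 cells, 95% Wilson interval 53.3 to 64.3%). Leaving out 1D moved the result most. The differences were then 10.5 and 10.0 percentage points (exact p = 0.0159, corrected p = 0.0476 for both). Complete separation fixes this p whichever gastruloid is left out. No Spinal Cord cell was found in gastruloids 5B (0 of 348 cells) and 5E (0 of 309 cells), which allows shares of up to 0.862% and 0.971%. Between conditions 5 and 6 the exact p was 0.286. The ectoderm class, which also includes Neural Crest and NMP/Caudal Epiblast cells, made up 36.6 ± 16.1% in condition 1, 10.4 ± 4.77% in condition 5 and 10.9 ± 4.32% in condition 6 (SD, n = 5 each). The difference was 26.2 points from condition 5 and 25.7 points from condition 6 (exact p = 0.00794, corrected p = 0.0238 for either comparison, q = 0.0190 over 12 tests). With NMP/Caudal Epiblast cells counted as mesoderm, the differences were 20.6 and 20.1 points and were also called. NMP/Caudal Epiblast cells alone made up 15.2 ± 9.66%, 9.68 ± 4.16% and 9.71 ± 4.49% in conditions 1, 5 and 6 and did not differ (SD, n = 5 each, exact p of at least 0.222).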

When we assessed the ratio of cell types for each gastruloid derived from each condition, we observed that condition 1 is skewed towards an ectodermal fate and generates a significantly higher ratio of Spinal Cord cells (Figs 3D–E, S4D–F). This is consistent with ectoderm priming in condition 1 mESCs, identified by upregulation of Shh signalling factors (Figs 2B, S2F). In contrast, gastruloids derived from conditions 5 and 6 generate a significantly higher fraction of mesoderm cells, with a bias towards Somites and Early Somites, respectively (Figs 3D–E, S4D–F). 

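Mesoderm made up 48.0 ± 21.0% of the cells in condition 1, 75.9 ± 4.46% in condition 5 and 76.6 ± 4.61% in condition 6 (SD, n = 5 each). The share was higher by 27.8 percentage points in condition 5 and by 28.5 points in condition 6, and every gastruloid of these conditions lay above all those of condition 1 (exact rank-sum test, p = 0.00794, corrected p = 0.0238, q = 0.0190 for either comparison). Condition 1 ranged from 12.9% in 1D to 67.9% in 1B. Conditions 5 and 6 did not differ (exact p = 1). With NMP/Caudal Epiblast cells counted as mesoderm, the differences were 22.3 and 23.0 points and were still called. Somites made up 18.7 ± 6.34% in condition 1, 33.7 ± 10.9% in condition 5 and 19.0 ± 8.35% in condition 6 (SD, n = 5 each). Condition 5 exceeded condition 1 by 15.1 points (exact p = 0.0159, corrected p = 0.0476, q = 0.0748). This call was kept without 1A or without 5C and lost without any 1 of 1B, 1C, 1D, 1E, 5A, 5B, 5D and 5E (exact p = 0.0317 each), where the difference lay between 10.6 points (without 5E) and 16.5 points (without 5A). Conditions 5 and 6 differed with an exact p of 0.0317 (corrected 0.0952), and this difference was called only without 5C, at 17.4 points (exact p = 0.0159). Early Somites made up 15.5 ± 7.43%, 15.2 ± 4.24% and 27.9 ± 13.3% in conditions 1, 5 and 6 (SD, n = 5 each). Condition 6 was not called different from condition 1 or from condition 5 (exact p = 0.222 for both). Presomitic Mesoderm, picked for reporting after the values had been seen, made up 5.30 ± 4.94%, 15.8 ± 3.61% and 15.2 ± 3.85% (SD, n = 5 each). Its difference was called between conditions 1 and 5 (exact p = 0.0159, corrected 0.0476) and not between conditions 1 and 6 (exact p = 0.0317, corrected 0.0952). The call against condition 5 was kept without 1E or without 5E and lost without any 1 of 1A, 1B, 1C, 1D, 5A, 5B, 5C and 5D (exact p = 0.0317 each), at 9.13 points (without 1D) to 11.4 points (without 1B). The difference from condition 6 was called without 1E (11.5 points, exact p = 0.0159). Somites and Early Somites each combine a pair of Leiden clusters. Among Somites, cluster 0 made up 16.2 ± 6.11%, 16.8 ± 3.62% and 11.7 ± 6.88% of the cells in conditions 1, 5 and 6, and cluster 5 made up 2.49 ± 1.66%, 17.0 ± 14.4% and 7.34 ± 4.37% (SD, n = 5 each). Gastruloid 5E alone had 40.1% of its cells in cluster 5. Among Early Somites, cluster 1 made up 15.5 ± 7.43%, 14.9 ± 4.38% and 11.6 ± 8.18%, and cluster 8 made up 0%, 0.254 ± 0.270% and 16.3 ± 20.4% (SD, n = 5 each). Of the 254 cells of cluster 8, 115 came from 6A, 121 from 6B, 11 from 6C and 7 from the other 12 gastruloids. The 12 tests of clusters were added after the data had been seen. Only cluster 8 between conditions 1 and 6 passed the threshold (exact p = 0.00794, corrected 0.0238, q = 0.0952). This rests on 2 cells in 6D (0.633%) and 1 cell in 6E (0.308%) against counts of 0 in condition 1, which allow shares of up to 0.952 to 1.01%, so a separation of all gastruloids cannot be shown. With cluster 1 alone, an alternative chosen after seeing the data, the Early Somite share fell by 3.90 points from condition 1 to 6 and by 3.36 points from condition 5 to 6. Of the 11 cell types, 4 were called different between conditions 1 and 5, 3 between conditions 1 and 6 and 0 between conditions 5 and 6 by the exact rank-sum test with correction for 3 pairs, and 0 of the 33 tests passed after Benjamini-Hochberg adjustment over all of them. Between conditions 5 and 6, the smallest uncorrected exact p was 0.0317. From these ratios of cell types, the paper concludes that condition 1 is skewed towards an ectodermal fate, which it relates to ectoderm priming in mESCs, and that conditions 5 and 6 generate more mesoderm.

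**Figure D4:**
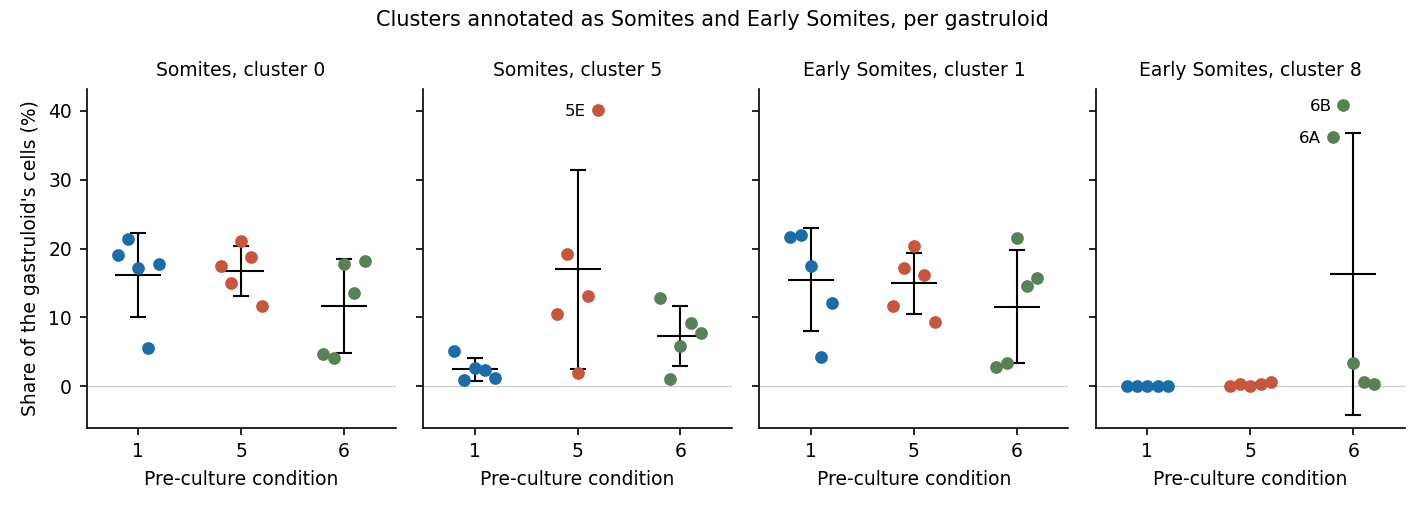
Share of each gastruloid's cells in percent (vertical axis) in the clusters annotated as Somites (clusters 0 and 5) and as Early Somites (clusters 1 and 8), by pre-culture condition (horizontal axis). Each point is 1 gastruloid, horizontal bars are means, and error bars are the SD over 5 gastruloids, with 5E at 40.1% in cluster 5 and 6A and 6B at 36.2% and 40.9% in cluster 8.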

Lastly, while condition 1 gastruloids produce the rare ectodermal cell type Neural Tube Progenitors, condition 5 and 6 gastruloids generate Endothelium (S4E–F Fig). 

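The deposited table lists 9 Neural Tube Progenitors, the cell type that Fig 3 names Neural Crest. They came from 4 of 5 gastruloids of condition 1, with 2 cells each in 1B, 1C and 1D, 3 cells in 1E and 0 cells in 1A, a share of 0.588 ± 0.352% (SD, n = 5). In conditions 5 and 6 none was found, which allows a share of up to 1.15% in 5C, the gastruloid with the fewest cells, and less in the other 9. The difference was not called (exact two-sided Wilcoxon rank-sum test, p = 0.0476 against either condition, corrected p = 0.143). It was called without 1A, where the difference was 0.735 percentage points (exact p = 0.00794). It was also called for condition 1 against conditions 5 and 6 together (0.588 points, exact p = 0.00366). Both calls rest on 2 or 3 cells per gastruloid against counts of 0, which allow shares of up to 0.862 to 1.15%, so absence from conditions 5 and 6 cannot be shown. Endothelium cells were found in 10 of 10 gastruloids of conditions 5 and 6 (30 and 31 cells) and 1 cell was found in condition 1, in 1E. Their share was 0.0635 ± 0.142% in condition 1, 1.95 ± 0.635% in condition 5 and 1.97 ± 0.980% in condition 6 (SD, n = 5 each). Every gastruloid of conditions 5 and 6 had a higher share than all those of condition 1 (exact p = 0.00794, corrected p = 0.0238, q = 0.0655 for either comparison). In 1A to 1D, a count of 0 allows shares of up to 0.971 to 1.01%, above the share of 0.623% in 6C, so absence from these gastruloids cannot be shown with these numbers of cells. Allantois cells, picked for reporting after the values had been seen, were more frequent in condition 1, at 3.73 ± 1.22%, than in condition 5, at 1.70 ± 0.596%, or condition 6, at 0.845 ± 0.809% (SD, n = 5 each). The difference was called against condition 6 (exact p = 0.0159, corrected p = 0.0476) and not against condition 5 (exact p = 0.0317, corrected p = 0.0952). The call against condition 6 was kept without 1A or without 6B and lost without any 1 of the other 8 gastruloids (1B, 1C, 1D, 1E, 6A, 6C, 6D and 6E), with differences between 2.57 points (without 1D) and 2.98 points (without 6A). Against condition 5 the difference was called without 1A, at 2.48 points (exact p = 0.0159).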

Of note, these results are consistent with the FACS observations from gastruloids generated from the TR cell line (S1D Fig).

To discard a delay in differentiation as a cause for differential lineage contribution, we integrated this dataset with published data profiling gastruloids from 72h until 168h AA with 24h intervals [44]. We chose this dataset because it was generated using the same cell line, and gastruloids were generated from mESCs grown according to pre-culture condition 5. Upon integration, gastruloids from pre-culture conditions 1, 5, and 6 mainly corresponded to the expected 120h AA sampling time point (Figs 3F, S4G–H) and displayed a similar distribution across pseudotime (Fig 3G). In contrast, when comparing the lineage contributions defined by the reference dataset, the bias of condition 1 gastruloids towards ectoderm and that of conditions 5 and 6 towards mesoderm was confirmed (Fig 3H). Observing these clear differences in differentiation, we set out to determine whether the epigenetic state of the pre-culture mESCs already gives an indication of the observed bias. To evaluate this, we determined differentially expressed genes in the three germ layers based on the reference dataset [44]. Plotting the H3K27me3 count distributions over these gene sets in mESCs showed different enrichment between gene sets and conditions (S4I Fig). While endodermal genes are low on H3K27me3 in all 3 pre-culture conditions, both ectodermal and mesodermal genes show overall lower H3K27me3 levels in condition 1 relative to condition 5 and 6. Lastly, pre-culture conditions display comparable expression of Hox genes across different germ layers and pre-culture conditions (S4J Fig).

## Discussion

Here, we show that by modulating the mESC state through pre-culture media composition, the elongation length and reproducibility of gastruloid formation is affected. We first tested three different cell lines of various genetic backgrounds and noticed that the pre-culture condition resulting in the highest AR differs per cell line, highlighting the need for cell line-specific optimisation of the gastruloid protocol. While the B6 background yielded the lowest AR of gastruloids after 2i culture, this was not replicated in the TR and IB10 cell lines. In addition, another study using E14 mESCs reported increased efficiency of elongation after mESCs were maintained in 2i medium, and some cell lines require a 2i pulse for gastruloid formation [51,54]. It is therefore plausible that different cell lines require alternative pre-treatments to achieve the same receptive state as required for symmetry breaking during gastruloid formation. Additional experimental variations between studies, such as alterations in media composition and variations in the cell culture protocol, could also influence the reported differences. In addition, we observe that shifting the time point of the Wnt activation pulse could improve gastruloid elongation depending on the pre-culture condition used, and propose to take this into consideration when performing the gastruloid protocol with untested cell lines.

Next, we suggest that modulating the pluripotency state can also affect downstream lineage potential upon differentiation, consistent with current literature [70]. Concerning gastruloid differentiation, a study reporting mESC maintenance in ESLIF medium identified a high ratio of ectoderm cells, while another study routinely maintained mESCs in ESLIF supplemented with 2i and reported faithful emergence of endoderm cells [15,20]. Since the impact of such long term 2i treatment on ES cell differentiation state and gastruloid formation was already thoroughly studied, in this work we focused on shorter 2i pulses to adjust and synchronise their cellular states. The gastruloid protocol was also reported to result in inter-gastruloid heterogeneity, with individual gastruloids being biased towards either an ectoderm or a mesoderm fate [22]. This bias in specification was caused by differences in response strength to the Wnt-activation pulse. To take inter-gastruloid variability into account, we profiled 5 individual gastruloids per pre-culture and compared lineage contributions between replicates and between conditions. 

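The makeup of each gastruloid from 11 cell types was compared with the mean makeup of the other 4 gastruloids of its condition by the Bray-Curtis distance, which is 0 for equal shares and 1 for no cell type in common. The distance was 0.301 ± 0.183 in condition 1, 0.153 ± 0.0901 in condition 5 and 0.198 ± 0.0723 in condition 6 (SD, n = 5 each). It did not differ between conditions 1 and 5 (exact two-sided Wilcoxon rank-sum test, p = 0.222) or between conditions 1 and 6 (exact p = 0.151). The distances within a condition share gastruloids in their references, so they are not independent and these p values are approximate. 1D is part of the reference of each other gastruloid of condition 1. In condition 1, 1D lay furthest from the others at a distance of 0.621, followed by 1B at 0.260, 1A at 0.255, 1E at 0.189 and 1C at 0.179. The highest distances in the other conditions were 0.261 in 5E and 0.323 in 6B. Without 1D, the mean of condition 1 was above that of condition 5 by only 0.0203 and below that of condition 6 (a difference of -0.0245 as condition 1 minus condition 6). Without 5E, the difference between conditions 1 and 5 was 0.180 (exact p = 0.0317). The spread of cell numbers over cell types and gastruloids gave a chi-square of 14.9 per degree of freedom in condition 1, 3.88 in condition 5 and 5.95 in condition 6. It sets separate gastruloids, each on its own plate, against counting error only. Between conditions, the makeup differed with a pseudo-F of 3.54 (permutation p = 3e-05), and the alternative that moved it most, the Aitchison distance, gave 8.05 (permutation p = 3e-05). Tests between pairs of conditions, which were not set beforehand, were corrected for 3 pairs. The pseudo-F was 4.11 between conditions 1 and 5 and 3.59 between conditions 1 and 6 (exact p = 0.00794 for both, corrected 0.0238). It was 2.32 between conditions 5 and 6 (exact p = 0.0476, corrected 0.143), which was not called after this correction.

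**Figure D5:**
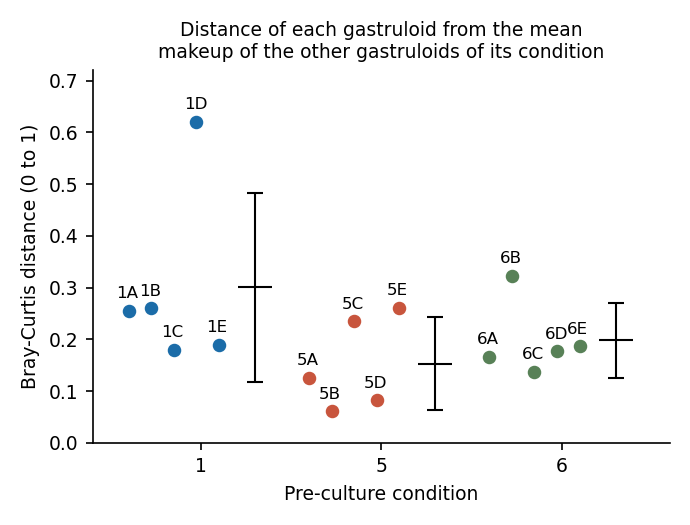
Bray-Curtis distance (vertical axis, 0 to 1) of each gastruloid from the mean makeup of the other 4 gastruloids of its condition, by pre-culture condition (horizontal axis). Each point is 1 gastruloid with its name from Fig 3D, the bar beside the points gives the mean and SD over 5 gastruloids, and 1D lies highest at 0.621.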

We did not observe similar inter-gastruloid heterogeneity in this dataset. Future studies are required to shed further light on how cellular heterogeneity in responsiveness to extracellular signals contributes to lineage decisions. 

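Per ectoderm cell, condition 1 gastruloids contained 0.214 to 2.95 mesoderm cells (median 1.44), condition 5 gastruloids 4.42 to 19.1 (median 7.42) and condition 6 gastruloids 3.87 to 10.7 (median 7.90). The lowest ratio of conditions 5 and 6, in 6B, was above the highest of condition 1, in 1A (exact two-sided Wilcoxon rank-sum test, p = 0.00794 for condition 1 against either condition). This separation follows from that of the mesoderm and ectoderm shares and adds no support to it. Conditions 5 and 6 did not differ from each other (exact p = 1). In the gastruloids of conditions 5 and 6 as 1 group, whose mESCs had received a 2i pulse, the mesoderm share was higher by 28.2 percentage points and the ectoderm share was lower by 25.9 points than in the ESLIF-only gastruloids (exact rank-sum test of 5 against 10 gastruloids, p = 0.000666, the smallest that this design allows). In 10 of 10 gastruloids of conditions 5 and 6, the mesoderm share was above the highest and the ectoderm share below the lowest value of condition 1.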

In our study, synchronising mESCs with a 2i-pulse before exposing them to ESLIF followed by aggregation yielded a higher fraction of mesoderm compared to the ESLIF-only control. Maintenance of mESCs in ESLIF produced a higher ratio of ectodermal cells in gastruloids, consistent with ectodermal priming through Shh signalling observed under these conditions. This indicates that a higher ratio of ectoderm cells upon differentiation is already visible by early activation of Shh signalling in mESCs, and can be identified by targeted screening for the differentially expressed genes. However, overall differences between mESCs in the pre-culture conditions tested are low, both in their transcriptome and epigenetic profiles. Generally, mESC pre-cultures that generated more consistent gastruloids in the B6 cell line were marked by upregulation of epigenetic regulators of DNA methylation and H3K27me3, corresponding with differential coverage of these marks across promoter regions of developmental regulators. However, this signature did not explain the difference in cell fate composition between pre-culture 1 and pre-cultures 5 and 6. In addition, genes activated in the ectoderm and mesoderm lineages during gastruloid formation display reduced coverage by H3K27me3 in condition 1 compared to condition 5 and 6 pre-cultured mESCs. It remains to be determined why higher H3K27me3 coverage on both gene sets favours mesodermal differentiation, while lower H3K27me3 levels promote ectodermal differentiation. Future work looking at multiple states along differentiation might show clearer and more predictive differences.

Importantly, building upon previous work to systematically improve gastruloid efficiency and complexity [71,72], we present an unbiased screening approach to assess the efficiency of gastruloid formation. Through imaging of whole gastruloid plates and the quantification of morphological properties including aspect ratio and absolute measures of the major and minor axis length, the effect of different treatments can be easily assessed. Selected conditions are then further characterised in detail to identify the impact on ES cell state and gastuloid cell type composition. Using this approach, we envision that gastruloid culture can be systematically optimised for reproducibility in a wide variety of cell lines and genetic backgrounds, before a more detailed analysis of the resulting cell composition is assessed.

## Supporting information

S1 Fig Variations in mESC pluripotency state affects gastruloid morphology, perceptiveness to chiron pulse, elongation length and efficiency of symmetry breaking. (A) Bright-field images showing mESC morphologies of condition 1 (serum) and condition 2 (2i) pre-cultures for all three cell lines. (B) Examples of gastruloid morphologies generated from the different pre-culture conditions for the three different cell lines. (C) Workflow for quantification of major axis length, minor axis length and aspect ratio of gastruloids. 96-well plates with gastruloids were imaged, and images of gastruloids were loaded into Fiji. Images were segmented using Ilastik, MOrgAna [36] was used to calculate the major and minor axis length. The aspect ratio was calculated by dividing the major axis length by the minor axis length of each gastruloid. (D-E) FACS plots (D) and quantification (E) of gastruloids formed using the TR line for condition 1 (serum) and condition 2 (2i). Mt1:BFP marks ectoderm (ect), T:GFP mesoderm (mes), and Sox17:RFP endoderm (end). (F) Aspect ratio and major axis length of gastruloids after condition 1 (serum) and condition 2 (2i) pre-cultures from all three cell lines, separated by replicate. Statistical significance between replicates A and B was calculated with an independent t-test. (G) Schematic overview of chiron pulse and read-out optimisation. For each pre-culture condition, the effect of conventional timing of the chiron pulse (48-72h AA: light orange, dark orange) and a delayed chiron pulse (72-96h AA: light purple, dark purple) on gastruloid formation were assessed. Gastruloid formation was assessed at 120 h AA and 144 h, and the aspect ratio (H) and major axis length (I) were calculated. Statistical significance of the differences in chiron pulse and read-out within conditions were calculated with Mann-Whitney U test with Bonferroni multiple testing correction. (J) Sox2 (green) and T (magenta) stainings and quantification (K) of pre-cultured gastruloids at 48h, 72h, and 96h AA. ES cell cultures were pre-treated with ESLIF (c1) or 2i from 96h (c2), 48h (c3) or 24h (c4) prior to the start of the gastruloid protocol. Depicted are maximum projections of representative gastruloids. In the right bottom corner, the proportion of representative gastruloids over the total sample size is indicated (n = 2, with the exception of C3-96h AA (n = 1)). White arrowheads point to hard-to-see positive cells. Scale bar =  100µm. Images were obtained using a Leica SP8 confocal microscope.
(TIF)

S2 Fig Specific pulses of mESC culture media result in distinct transcriptome profiles in B6 mESCs. (A) UMAP coloured by plate distribution, insert: ratios of cell type states per plate. (B-D) Distribution of total count distribution (B), mitochondrial gene expression (C), and total gene count distribution (D) per cell. (E) S-phase scores per cell type. (F) Dot plot showing expression of marker genes used for determination of cell type states displayed in Fig 2B. Dot colour represents the mean expression of marker genes in specific groups, and dot size represents the fraction of cells within the group that show expression of the gene. (G-H) Correlation maps between conditions (G) and between cell type states (H).
(TIF)

S3 Fig Specific pulses of culture media result in distinct epigenetic profiles in B6 mESCs. (A) Normalised H3K27me3 abundance across different genomic regions for all six mESC pre-culture conditions tested. Counts are normalised for features per million (FPM), which takes into account the variable sequencing depth across samples and the variation in genome size of the different features. (B) Percentage of CpG methylation across different genomic regions for all six mESC pre-culture conditions tested. (C) Average level of transcriptome reads derived from scRNAseq dataset, grouped per pre-culture condition and gene cluster determined based on H3K27me3 data. (D) Volcano plots corresponding to Fig2C separated by identified gene clusters, indicating down regulated genes (left, blue) and upregulated genes (right, red) in ESLIF pre-culture conditions (conditions 1, 5, 6) compared to 2i pre-culture conditions (conditions 2, 3, 4). (E) Top 10 GO terms associated with gene cluster 1. (F) Scatterplots showing H3K27me3 counts (CPM normalised), found in 15 kb TSS windows comparing different pre-culture conditions. Coloured dots represent genes differentially expressed between indicated conditions, with red indicating genes upregulated and blue downregulated in the condition shown on the x-axis. Coloured numbers in the corners indicate the fraction of differentially expressed genes showing reduced H3K27me3 in the indicated condition.
(TIF)

S4 Fig Variations in pluripotency state affect cell type composition of gastruloids generated with B6 mESCs. (A) Distribution of replicates across transcriptome UMAP. Five individual gastruloids were included for pre-culture conditions 1, 5, and 6. (B) Transcriptome UMAP separated by germ layers - endoderm (n =  230), mesoderm (n =  3,106), ectoderm (n =  882) - and pluripotency cells (n =  419). (C) Distribution of mitochondrial gene expression (left), total count distribution (middle), and total gene count distribution (right) per cell. (D) Ratio of germ layer contributions across 15 individually sampled gastruloids from condition 1 (1A-E), condition 5 (5A-E), and condition 6 (6A-E) (left) and between conditions 1, 5, and 6 (right). (E-F) Boxplots of cell type (E) and lineage (F) percentages per condition. Statistical significance between conditions was calculated with Wilcoxon rank-sum test with Bonferroni multiple testing correction. (G) Density plots of pre-culture dataset separated into conditions 1, 5, and 6, and the reference dataset. (H) Ratios of sampling times mapped onto the pre-culture dataset separated into conditions 1, 5, and 6, and the reference dataset. (I) Histograms showing H3K27me3 counts per TSS (CPM normalised), split by group of differentially expressed genes in gastruloids. (J) Heatmap of Hox gene expression across germ lines and conditions.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

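Single-cell transcriptomes of B6 mESCs from 6 pre-culture conditions (2 plates each) and of 15 single gastruloids from conditions 1, 5 and 6 (5 gastruloids each, 1 plate per gastruloid) were analysed. Samples were assigned to conditions and replicates from the sample labels and the paper, and the gastruloid names of Fig 3D were taken from the deposited table. The data on morphology, FACS, DNA methylation and histone modifications and the differentially expressed genes were not analysed here. The integration with a gastruloid time course and the pseudotime of the integrated data were not analysed here either, so the planned tests of sampling time and of pseudotime were not run.

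The authors processed the reads with a transcriptome pipeline for CEL-seq2 libraries. They removed adapters with cutadapt, mapped reads with STAR to the mouse genome build GRCm38 with masked strain differences, assigned them to genes with featureCounts and removed duplicates. In Scanpy, they removed cells with under 500 reads, and cells with over 40% (mESCs) or over 20% (gastruloids) mitochondrial reads, and left out mitochondrial and ribosomal reads and Malat1. Counts were normalised to 500 transcripts per cell and log-transformed, and the number of counts, the mitochondrial percentage and the cell cycle phase were regressed out before principal component analysis, UMAP and Leiden clustering. The tables used here give values per cell. The deposited total count per cell is a whole number without normalization. The deposited mitochondrial value is a fraction of the cell's reads and was multiplied to percent. The S-phase score and the G2M score deposited by the authors have no unit, and how they were made is stated only as far as the phase was used for regression. Cell types, cell states, germ layers and clusters are the authors' annotation. The deposited names of 7 cell types and 3 cell states differ from those of the figures and were matched to them by equal cell numbers. A sequencing report deposited by the authors gives the count of reads per mESC library before mapping. In this report, 3 library names match no sample and were not used.

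No gene-level counts were used, so cells were neither thinned to equal depth nor tested for doublets. Depth was instead compared through the total counts per cell, by medians per plate, by a minimum of 1000 counts per cell and within 3 equal classes of counts per cell. With 261 to 348 cells per gastruloid, shares of single gastruloids carry binomial error, given as 95% Wilson intervals, and a count of 0 allows the share of 3 cells. Both cover counting error only.

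Shares of cell types and germ layers were computed per gastruloid and compared between 3 pairs of conditions with the exact two-sided Wilcoxon rank-sum test over all splits of the gastruloids. A difference was called when p times 3 was under 0.05, while the test of the whole makeup over all 3 conditions and the tests of distances, of mESC quality measures and of S-phase scores were set to be called at p under 0.05 without this correction. Benjamini-Hochberg adjusted values were computed over the 33 tests of cell types, the 12 tests of germ layers and the 9 tests of quality measures. The makeup of all gastruloids was compared with the pseudo-F of Bray-Curtis distances and 100000 permutations, with exact enumeration for pairs of conditions, whose tests were not set beforehand and were corrected for 3 pairs. The distance of a gastruloid from the others was computed against the mean makeup of the other 4 of its condition. Conditions of mESCs were compared by exact permutation of 3 against 3 condition values, plates of 1 condition by a chi-square statistic with 100000 permuted plate labels, and S-phase scores by an exact sign-flip test over the conditions with at least 3 cells of the outlier state. Neighbours on the UMAP were the 15 nearest cells. Random draws used seed 1.

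The samples, the tests, the threshold and most alternatives were fixed before the data were examined. These alternatives were a minimum of 1000 counts per cell, a maximum of 10% (gastruloids) or 20% (mESCs) mitochondrial reads, PGC-like cells left out of the denominator, other groupings of NMP/Caudal Epiblast and Allantois cells, a centred log-ratio with a pseudocount of 0.5, a permutation test of means, other multiple-testing corrections, condition 1 against conditions 5 and 6 together, other distances, means in place of medians, single technical replicates, other minimum cell numbers, the replicate number as a block, and leaving out each gastruloid or plate in turn. Chosen after seeing the data were a minimum of 1% mitochondrial reads, single clusters in place of the Somite and Early Somite types, Allantois cells counted as mesoderm for the endoderm share, the 12 tests of clusters, the tests of the makeup between pairs of conditions, and the tests of quality measures between gastruloid conditions with their alternatives. The tests of all cell types and germ layers were set beforehand, but Presomitic Mesoderm, Allantois, Neural Crest and the endoderm class were picked for detailed reporting after their values had been seen. The tests of mesoderm cells per ectoderm cell were not among those set beforehand. The filters removed 143 gastruloid cells with fewer than 1000 counts, 63 with over 10% mitochondrial reads and 99 with under 1%, and 213 mESCs with fewer than 1000 counts and 15 with over 20%. The cell types and states reported are all those the paper names, and no gene was tested.

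The rank-sum procedure was tested on simulated data before use. With 5 gastruloids per group and 11 cell types, a type raised 10 times was called in 99.8% of 400 simulations. In 400 simulations with no raised type, types were called in 1.14% of their tests. Calls of unchanged types beside a raised type were not counted. The makeup and spread were set and not taken from these gastruloids. The rates therefore need not carry over to the Spinal Cord share of conditions 1 and 5. Calculations were made in Python 3.11 with numpy 2.4, pandas 2.3, scipy 1.17 and scikit-learn 1.9, and plots with matplotlib 3.10.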

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

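All tests of explanations in this part (counts per cell in 1D and 6B, the cell type makeup behind the S score of 1D and the sampling of endoderm cells in 6C) were chosen after the results had been seen. In 61 groups of 5 gastruloids, the highest or lowest gastruloid was compared with the others by Dixon's ratio of the gap to the range. In 7 groups a gastruloid stood apart, where about 3.05 are expected by chance.

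Gastruloid 1D stands apart from the other gastruloids of condition 1 in 3 measures. Its Spinal Cord share was 58.9%, while the others had 7.21 to 16.8%, its distance from the mean makeup of the others was 0.621, and its median S score was 0.0275, while the others had 0.0356 to 0.0369. These measures are not independent, since the distance is made of the same shares. 1D had the lowest median counts per cell of all 15 gastruloids (7109.5), so a difference in counts per cell was tested. Within 3 equal classes of counts per cell (low, middle and high), 1D exceeded the highest of the other 4 gastruloids by 45.2, 48.1 and 30.7 percentage points, which argues against counts per cell as the cause. If the makeup of 1D lowered its median S score, cells of the same types from the other 4 gastruloids, weighted to the makeup of 1D, should give a low median too. They gave 0.0419, above the medians of the other gastruloids, which argues against the makeup as the cause. The Spinal Cord cells of 1D had a median S score of 0.0219, and those of the other 4 gastruloids had 0.0338 to 0.0491. The cells of 1D outside the Spinal Cord had 0.0371, where those of the other gastruloids had 0.0322 to 0.0367. The lower score thus lies in the Spinal Cord cells of 1D, and its cause stays open. Each gastruloid was sorted into its own plate, and no value here separates the plate from the gastruloid. No biological explanation was tested, since the design names no difference between gastruloids of 1 condition.

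Endothelium was found in 1 of the 5 gastruloids of condition 1, with 1 of 315 cells in 1E (0.317%, 95% Wilson interval 0.0561 to 1.78%). The other 4 gastruloids had 0 cells, which allows shares of up to 0.971 to 1.01%. The difference rests on a single cell and lies within counting error. No other explanation was tested.

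Gastruloid 6B had 17.6% NMP/Caudal Epiblast cells, while the other gastruloids of condition 6 had 6.54 to 9.18%, and its distance from the mean makeup of the others was 0.323. It also had the highest median counts per cell of the 15 gastruloids (12135.5). Within the same 3 classes of counts per cell, its share was 6.52%, 13.8% and 22.4%, and its gap to the highest of the others was 0.507, 3.49 and 5.91 percentage points. The share was highest in each class, but in the low class it rests on 3 of 46 cells, so depth and a difference in makeup cannot be told apart. The plate of 6B is a further open explanation. No biological explanation was tested.

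In gastruloid 6C the endoderm class, which includes Allantois cells, made up 0.935% (3 of 321 cells), while the other gastruloids of condition 6 had 3.38 to 3.69%. A permuted chi-square test of endoderm and other cells over the 5 gastruloids gave p = 0.207 (chi-square 5.90 on 4 degrees of freedom). The low share is therefore consistent with the sampling of few cells at 1 common share. No biological explanation was tested.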

How the results depend on the processing

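The minimum of 1% mitochondrial reads, the single clusters, Allantois cells counted as mesoderm for the endoderm share, and the gastruloid quality tests with their alternatives were chosen after the data had been seen. Over 49 results, 607 alternative values were computed, of which 515 kept their direction and their side of the threshold, 62 lost a call, 17 gained one, 9 changed sign and 4, which have no test, moved beyond their error. Causes were not tested unless one is named.

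Of the lost calls, 24 came from leaving out single gastruloids, 12 each from Bonferroni over all tests and from the replicate block, 7 from Benjamini-Hochberg adjustment and 7 from other alternatives. Bonferroni over all tests cannot pass the threshold with 5 gastruloids against 5, nor can the replicate block, whose smallest p is 0.0625. Under both, the calls were lost for Spinal Cord (20.0 and 19.5 percentage points), Ectoderm (26.2 and 25.7), Mesoderm (27.8 and 28.5), Endothelium (1.89 and 1.91; condition 1 against 5 and against 6 in each case), Somites (15.1) and Presomitic Mesoderm (10.5) of condition 1 against 5, and Allantois (2.88) and the endoderm class (4.79) of condition 1 against 6. Benjamini-Hochberg over 33 tests also lost the calls of the cell types and kept those of the germ layers. The replicate numbers do not pair the gastruloids, since only 7 of 15 pairs with the same number deviated together (correlation over 0.1, range -0.505 to 0.340).

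The calls for Spinal Cord, Ectoderm, Mesoderm and Endothelium were otherwise kept. Leaving out 1 gastruloid could not lose these calls, since the groups were completely separated. With each gastruloid left out, the differences against conditions 5 and 6 were 10.5 to 23.4 and 10.0 to 22.9 points for Spinal Cord (lowest without 1D), 20.2 to 30.3 and 19.7 to 29.8 for Ectoderm, 19.1 to 32.8 and 19.8 to 33.5 for Mesoderm, and 1.70 to 2.09 and 1.69 to 2.24 for Endothelium. The pseudo-F was 2.97 to 4.29 (permutation p at most 0.00106).

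The calls for Somites, Presomitic Mesoderm and Allantois depended on single gastruloids, where 4 against 5 need complete separation. Somites of condition 1 against 5 ranged from 10.6 to 17.8 points and lost the call without any 1 of 1B, 1C, 1D, 1E, 5A, 5B, 5D and 5E. They also lost it for condition 1 against 5 and 6 together (7.70), and with cluster 0 alone (0.587). Somites of condition 5 against 6 ranged from 10.2 to 17.4 and gained a call without 5C. Presomitic Mesoderm ranged from 9.13 to 12.1 against condition 5, where the call was kept only without 1E or 5E. It ranged from 8.59 to 11.5 against condition 6, with a call without 1E, with the centred log-ratio (1.75) and against 5 and 6 together (10.2). Allantois ranged from 2.57 to 3.33 against condition 6, where the call was kept only without 1A or 6B and was lost with at least 1% mitochondrial reads (0.206), a filter that removes most Allantois cells. Against condition 5 it ranged from 1.72 to 2.48 and gained a call without 1A, without PGC-like cells (2.18), with the centred log-ratio (0.689) and against 5 and 6 together (2.46). The endoderm class ranged from 2.79 to 4.37 against condition 5, with a call without 5A and against 5 and 6 together (4.23). Against condition 6 it kept its call without any single gastruloid (3.92 to 5.48), as complete separation ensures. It lost the call with Allantois cells as mesoderm (1.91) and with at least 1% mitochondrial reads (2.48), which removes most Allantois cells. Neural Crest ranged from 0.497 to 0.735, with a call without 1A, the only gastruloid of condition 1 with 0 such cells, and against 5 and 6 together (0.588).

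Early Somites kept their direction in all alternatives set in advance and were called in none. With cluster 1 alone the sign changed, to -3.90 points from condition 1 to 6 and -3.36 from condition 5 to 6, because cluster 8 is left out. The distance from the other gastruloids ranged from 0.0203 (without 1D) to 0.205 for condition 1 against 5. Without 5E (0.180, exact p = 0.0317) it passed 0.05, the threshold set for this test, and would not pass with the correction for 3 pairs that the shares received. It ranged from -0.0245 (without 1D, the sign changed) to 0.160 for condition 1 against 6.

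Among the quality measures of gastruloids, the differences of conditions 5 and 6 in genes (88.2) and counts (412.9) per cell changed sign without 5B (-41.0 and -51.6) and without 6B (-57.9 and -169.0), over ranges of -57.9 to 204.2 and -169.0 to 890.4. The mitochondrial difference of conditions 1 and 6 lost its call with means (-0.590), and that of conditions 5 and 6 ranged from -0.553 to -0.386 and gained a call without 5E (-0.526).

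In mESCs, the mitochondrial difference of ESLIF minus 2i conditions was -0.0359 points and changed sign with means per plate (0.161) and with technical replicate 2 only (0.508), while it was -0.580 with technical replicate 1 only. The design cannot pass the threshold for these measures. The share of the leading state was 71.3 or 82.7% in single plates of condition 3, and 82.8 or 88.4% in condition 4, where it was 88.7% with at least 1000 counts per cell. This filter also made the plates of condition 4 differ (chi-square 18.4). The S-phase difference of Endoderm Progenitors lost its call with at least 5 cells per condition (-0.0524), because the 4 conditions left cannot pass the threshold. The planned tests of sampling time and pseudotime, with their alternatives, were not run. The number of cells limits what can be said of rare cell types, since a count of 0 allows up to 0.862 to 1.15% of a gastruloid's cells.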

Differences from the paper's values

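The tests of the gastruloid quality measures and the results for single clusters in this part were chosen after the data had been seen. The numbers of cells per condition, cell state and cell type that the paper states were compared with the deposited tables, and 26 of 26 are equal. The 7 cell types and 3 cell states with other names in the deposited tables were matched to the paper's names by these same numbers, so their 10 equalities hold by construction and are no independent check. The following values differ from statements of the paper that carry no number.

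The paper states that conditions 5 and 6 have a bias towards Somites and Early Somites, respectively. Here the Early Somite share was higher in condition 6 by 12.4 percentage points than in condition 1 and by 12.7 points than in condition 5, but neither difference was called (exact two-sided Wilcoxon rank-sum test, p = 0.222 for both), and no alternative called it. With cluster 1 alone, a setting chosen after seeing the values, the differences were -3.90 and -3.36 points, and 236 of the 254 cells of cluster 8 came from gastruloids 6A and 6B.

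The paper states that both outlier states of mESCs have a lower S-phase score than the other clusters. Over all cells, the mean score of Mesoderm Progenitors was 0.0257 and those of the 5 states other than the outlier states were 0.0443 to 0.0570, in the direction the paper states. The share of cells called S, which is not the score, was 60.7% in Mesoderm Progenitors and 26.7 to 54.5% in the other 6 states. The share called G1 was also higher in Mesoderm Progenitors, at 7.14%, than in the 5 states other than the outlier states, at 0 to 1.69%. The first share goes against the low division rate that the paper infers and the second goes with it, so the phase calls decide nothing. Within conditions, the score of Mesoderm Progenitors was lower in 4 of 5 conditions, 0.00107 higher in condition 2, and not called over conditions (exact sign-flip test, p = 0.125, smallest possible 0.0625). No alternative called the difference over conditions. The legend of S2E Fig gives scores per cell type, while the values here are compared over conditions.

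The paper states that mESCs of each condition form groups without distinguishable sub-clusters. In condition 3, 77.2% of the cells were in the leading state, and its technical replicates had 82.7% and 71.3%. Primed Pluripotency combines clusters of 961 and 435 cells. The smaller cluster had higher median counts per cell, at 14166 against 11123. This held on both plates of condition 5 and on the plate of condition 6 with more reads. On the plate of condition 6 with fewer reads the medians were 6506.5 and 7887, in the opposite order. Whether depth contributes to the 2 clusters was not tested.

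Gastruloid quality measures are described as comparable between conditions and cell types. The mitochondrial percentage was 5.31% in condition 1 and 4.65% in condition 6 (exact rank-sum test, p = 0.00794, corrected 0.0238), but this difference was no longer called with means over cells (-0.590 points, exact p = 0.0317). Allantois cells had a median of 0.343%, and the other types had 4.61 to 5.47%.

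The paper states that it did not observe inter-gastruloid heterogeneity of the kind reported elsewhere, with single gastruloids biased towards ectoderm or mesoderm. Gastruloid 1D had 182 ectoderm and 39 mesoderm cells, and the other 4 of condition 1 had 1.14 to 2.95 mesoderm cells per ectoderm cell. The paper compared lineage contributions between replicates, and its measure is not known here.

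Neural Tube Progenitors were found in condition 1 only, as the paper states, but the difference was not called (exact p = 0.0476, corrected 0.143). It was called for condition 1 against conditions 5 and 6 together (exact p = 0.00366) and without 1A (exact p = 0.00794), both set before the data were examined. These calls rest on 2 or 3 cells per gastruloid against counts of 0, which allow shares of up to 0.862 to 1.15%. The legend of Fig 3B lists Caudal Epiblast cells as mesodermal and the deposited germ layer is ectoderm.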

Other observations

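The tests in this part on mitochondrial reads and the plate number for the Spinal Cord share, on counts per cell in cluster 8, on the cell cycle in clusters 0 and 1, on the weighting of phases, on lost cytoplasm and on the gathering of cells with few mitochondrial reads were chosen after the results had been seen, and the others before.

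The higher Spinal Cord share of condition 1 was weighed against 4 technical explanations. If it came from sequencing depth, it should vanish among cells of like depth. Within 3 equal classes of counts per cell, the exact rank-sum test against conditions 5 and 6 gave a corrected p of 0.0238 in 6 of 6 tests. If 1D carried it, the call should be lost without this gastruloid, but the corrected p was 0.0476. Complete separation fixes this p whichever gastruloid is left out, so it decides nothing. Without 1D the difference from condition 5 fell from 20.0 to 10.5 points. The other gastruloids of condition 1 had 7.21 to 16.8%, while those of conditions 5 and 6 had at most 1.90%. 1D thus does not carry the whole difference. If stressed cells of other types were annotated as Spinal Cord, these should have more mitochondrial reads, but their median percentage was lower than that of the other cells in 4 of the 5 gastruloids of condition 1, and 0.0349 points higher in 1B. If stressed Spinal Cord cells were annotated as other types in conditions 5 and 6, cells with over 10% mitochondrial reads would have to make up the difference in share. In these conditions they made up at most 2.68% of a gastruloid's cells (in 5C), while the smaller difference was 10.0 percentage points even without 1D. A limit of 10% removes only 63 of 4637 cells and decides nothing by itself. If the share drifted with the number of the plate, the plates of condition 6 on both sides of those of condition 1 should not all lie below them. Plates 1 to 3 and 14 to 15 of condition 6 had at most 1.90%, and plates 9 to 13 of condition 1 had at least 7.21%. These values argue against the 4 explanations as the whole cause. Stress without a higher mitochondrial percentage was not tested. That the pre-culture condition raises the share may thus be kept as a hypothesis and is untested beyond these gastruloids.

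The split of ESLIF and 2i mESCs could come from sequencing depth if the groups did not overlap in counts per cell. Condition 1, an ESLIF condition, had a median of 7359 counts per cell, below the range of the 2i conditions (8081.5 to 9922.5), while condition 5 lay above it at 12266. Depth therefore does not order the conditions as the split does. Each condition was cultured once, and a difference between cultures was not tested.

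Cluster 8, annotated as Early Somites, lay mostly in 6A and 6B, and these gastruloids in turn had few cells in clusters 0 and 1 together (7.55% and 7.43%). The other gastruloids had 21.0 to 43.3% in these clusters, except 1D with 9.93%. If a plate effect moved every cell type, the cells of 6A and 6B should also keep to themselves within other types on the UMAP. The share of neighbours from the own gastruloid over that expected by chance was 3.38 and 3.33 for NMP/Caudal Epiblast cells (at most 2.33 in other gastruloids) and 5.04 and 3.74 for PGC-like cells (at most 2.85). For Presomitic Mesoderm it was 1.98 and 2.66 (at most 3.57, in 1C with 7 such cells, and otherwise at most 1.79) and for the Differentiation Front 1.76 and 1.47 (at most 2.12). In 2 of the 4 types both gastruloids thus lay within the range of the others, and without 1C only in the Differentiation Front, so a plate effect and a difference in cell state cannot be told apart. Among NMP/Caudal Epiblast and PGC-like cells, those of 6A and 6B were also neighbours of each other at 3.07 to 4.55 times the chance value. This ratio was lower for Presomitic Mesoderm, at 1.65, and for the Differentiation Front, at 1.84. 6A and 6B had the highest median counts per cell of the 15 gastruloids (10991.5 and 12135.5), and cluster 8 had a median of 10002.5 counts where cluster 1 had 6666, as counts per cell as the cause would need. However, of the Early Somites of 6A and 6B with at most 6605.5 counts, the median of those in the other 13 gastruloids, 28 of 33 and 17 of 21 cells lay in cluster 8 (84.8% and 81.0%). Of the 94 Early Somites of the other gastruloids with at least 10434.5 counts, the lower median of 6A and 6B, 0 did. These values argue against counts per cell as the whole cause. 6B and 6A were plates 1 and 2, with 40.9% and 36.2% of their cells in cluster 8. Plate 3 (6C) had 3.43%, and plates 14 and 15 of the same condition had 0.633% and 0.308%. A plate effect on the first plates thus stays open. Another hypothesis left open is that 6A and 6B hold somitic cells at another stage than the other gastruloids.

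The authors regressed out cell cycle phase before clustering, yet clusters 0 (Somites) and 1 (Early Somites) differ in phase. In cluster 0, 77.2% of the cells were called G2M, and in cluster 1, 79.5% were called S. The difference of G2M and S score separated both clusters in each of the 15 gastruloids, with an area under the curve of at least 0.807 (median 0.915, highest 0.993), where 0.5 would be no separation. Over the whole types the area was lower (at least 0.701, median 0.852), and in cluster 5, also annotated as Somites, 54.1% of the cells were called S and 35.0% G2M. The division between clusters 0 and 1 is thus consistent with a division by cell cycle, while that between the whole types follows the phases less closely. A shift of phases is less likely to explain the difference in Somites between conditions 5 and 6. The called Somite difference, condition 1 against 5, was not tested with weighted phases. With phases weighted alike, the Somite part of the Somites and Early Somites called S or G2M differed by 23.9 percentage points between conditions 5 and 6, compared to 25.9 points for the same cells without weights, although the exact rank-sum p moved from 0.0317 to 0.0556.

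Allantois cells in gastruloids and Mesoderm Progenitors in mESCs share a low mitochondrial percentage, with medians of 0.343% and 0.544%. Low counts per cell do not explain it, since other cells at the same counts had medians of 5.47% in gastruloids and 6.25% in mESCs. Cells that lost cytoplasm before or during sorting could have few mitochondrial reads and few counts. Allantois cells had fewer counts than the other cells in 12 of 12 gastruloids with at least 3 such cells, and 64.6% of them were called G1, but a cell type with less RNA would show the same, so lost cytoplasm and a cell type cannot be told apart. The mitochondrial percentage was regressed out before clustering, so clustering may gather any cell with few mitochondrial reads. For gastruloids, 91 of the 99 cells under 1% were Allantois cells, consistent with such gathering and also with a true cell type. For mESCs, 36 of the 55 cells under 1% lay in states other than Mesoderm Progenitors, which argues against gathering as the whole cause there. Allantois cells were more frequent in condition 1, and among cells with at least 1% mitochondrial reads their difference from condition 6 was 0.206 percentage points. Whether the annotation holds for these cells could be examined with their gene counts.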
